# Dysregulation of intercellular signaling by MOF deletion leads to liver injury

**DOI:** 10.1074/jbc.RA120.016079

**Published:** 2021-01-07

**Authors:** Hongwei Lei, Aaron D. denDekker, Guobing Li, Zhiguo Zhang, Liang Sha, Matthew A. Schaller, Steven L. Kunkel, Liangyou Rui, Kaixiong Tao, Yali Dou

**Keywords:** histone acetyltransferase, MOF, epigenetics, liver injury, steatohepatitis, mitochondria dysregulation, fibrosis, epigenetic regulation, ALKP, alkaline phosphatase, ALT, alanine aminotransferase, AST, aspartate aminotransferase, BMDM, bone marrow–derived macrophage, CFD, choline- and folate-deficient, FDR, false discovery rate, GO, gene ontology, H&E, hematoxylin and eosin, HAT, histone acetyltransferase, HCC, hepatocelluar carcinoma, IHC, immunohistochemistry, iNOS, inducible nitric oxide synthase, LDH, lactate dehydrogenase, MOF, males absent on the first, NAFLD, nonalcoholic fatty liver disease, NASH, nonalcoholic steatohepatitis, NGS, normal goat serum, RT, room temperature, SNP, sodium nitroprusside, TBG, thyroxine-binding globulin, TCA, tricarboxylic acid, TLR, toll-like receptor, TNF, tumor necrosis factor

## Abstract

Epigenetic mechanisms that alter heritable gene expression and chromatin structure play an essential role in many biological processes, including liver function. Human MOF (males absent on the first) is a histone acetyltransferase that is globally downregulated in human steatohepatitis. However, the function of MOF in the liver remains unclear. Here, we report that MOF plays an essential role in adult liver. Genetic deletion of *Mof* by Mx1-Cre in the liver leads to acute liver injury, with increase of lipid deposition and fibrosis akin to human steatohepatitis. Surprisingly, hepatocyte-specific *Mof* deletion had no overt liver abnormality. Using the *in vitro* coculturing experiment, we show that *Mof* deletion-induced liver injury requires coordinated changes and reciprocal signaling between hepatocytes and *Kupffer* cells, which enables feedforward regulation to augment inflammation and apoptotic responses. At the molecular level, *Mof* deletion induced characteristic changes in metabolic gene programs, which bore noticeable similarity to the molecular signature of human steatohepatitis. Simultaneous deletion of *Mof* in both hepatocytes and macrophages results in enhanced expression of inflammatory genes and NO signaling *in vitro*. These changes, in turn, lead to apoptosis of hepatocytes and lipotoxicity. Our work highlights the importance of histone acetyltransferase MOF in maintaining metabolic liver homeostasis and sheds light on the epigenetic dysregulation in liver pathogenesis.

Emerging evidence shows that epigenetic mechanism converts alterations in nutrient and metabolism into heritable patterns of gene expression and has profound implications in human physiology and diseases (1, 2). Extensive interplays between epigenetic regulation and cell metabolism are reported to influence various cellular processes (3, 4). For instance, the tricarboxylic acid (TCA) cycle generates by-products such as acetyl-CoA and S-adenosyl-methionine that are substrates of histone-modifying enzymes (3, 5). Histone modifications, in turn, regulate expression of important metabolic genes that are critical for the catabolic and anabolic processes to support cell survival and growth. Histone modifications also directly modulate cell signaling to ensure the balance of nutrient availability and cellular capacity to use them effectively. Surprisingly, despite the prominent role of the liver in all metabolic processes in the body, there is a paucity of studies investigating deregulation of histone modifications and histone-modifying enzymes in the liver and their roles in common liver diseases. Among histone modifications, it is reported that global change of histone acetylation is associated with the progression of cirrhosis (6). Furthermore, altered expression or activity of the histone deacetylases (*e.g.*, HDAC3) and sirtuins (*e.g.*, SIRT1) is implicated in aberrant hepatic metabolism and progression of nonacoholic fatty liver disease (NAFLD) (7, 8). These studies suggest that histone acetylation may play an important role in the liver. However, the physiological and pathological functions of histone acetyltransferases (HATs) have not been directly examined in the liver.

Among the histone acetyltransferases, males absent on the first (*Mof*, also called KAT8 or MYST1) is highly conserved and plays a nonredundant function in depositing lysine (K) 16 acetylation on histone H4 (H4K16ac) (9, 10). H4K16ac is a prerequisite for additional H4 acetylation and higher-order chromatin structure and is associated with transcription activation (11, 12). We and others have shown that *Mof* plays important function in embryonic stem cell (ESC) self-renewal (13, 14), DNA damage repair (15, 16), senescence (17), and autophagy (18). *Mof* also regulates fatty acid oxidation and mitochondria respiration. *Mof* deletion in ground-state ESCs leads to pluripotent quiescence by blocking fatty acid oxidation pathways (19). *Mof* depletion in cardiomyocytes increases reactive oxidative species (ROS) as a result of mitochondria dysregulation (20). *In vivo* studies show that deletion of *Mof* in the *Mof* ^*f/f*^; ER-Cre mouse model results in lethality in adult mice with postmortem liver abnormality (21). Significant reduction of MOF protein is found in a choline- and folate-deficient (CFD) mouse model of nonalcoholic steatohepatitis (NASH) (22). Lower level of H4K16ac is associated with poor overall disease-free survival of hepatocelluar carcinoma (HCC) patients (23, 24). Despite these studies, the causal function of *Mof* in the liver has not been directly studied.

To examine the function of *Mof* in the liver, the main organ for metabolic processes in the body, we genetically deleted *Mof* in the liver. We find that simultaneous deletion of *Mof*, by Mx1-Cre, in multiple cell compartments in the liver leads to acute liver injury with increase of fat deposition, liver fibrosis, and cell death. Interestingly, the pleiotropic defects are not observed in mice with specific *Mof* deletion in hepatocytes. Mechanistic studies show that *Mof* deletion in both hepatocytes and *Kupffer* cells is necessary for liver pathogenesis and leads to feedback augmentation of inflammation and apoptosis signaling in the liver microenvironment. Consistent with importance of *Mof* in the liver, we find that *MOF* is frequently downregulated in human NASH patients and that *Mof*-dependent gene program is often deregulated in this deadly liver disease (25, 26). Taken together, our results show that deregulation of *Mof* is likely a novel contributor to metabolic liver diseases.

## Results

### Establishment of the Mx1-Cre; *Mof*^*f/f*^ mouse model

To study the function of MOF, we generated the Mx1-Cre; *Mof* ^*f/f*^ mouse model (Fig. S1*A*), which deletes *Mof* in multiple cellular compartments including hepatocytes and *Kupffer* cells (27, 28). In this model, *Mof* was efficiently deleted at day 12 post poly-inosinic:poly-cytadilic acid (polyI:C) treatment (Fig. 1*A* and Fig. S1*A*). Consistent with *Mof* deletion, both MOF protein and cognate histone H4 K16 acetylation (H4K16ac) were greatly reduced in the *Mof* ^*−/−*^ liver (Fig. 1*B* and Fig. S1*B*). No *Mof* deletion was detected in the livers of the control polyI:C-treated *Mof* ^*f/f*^ or Mx1-Cre; *Mof* ^*+/+*^ mice (Fig. S1*A*). To further confirm *Mof* deletion, we performed immunohistochemistry (IHC) for MOF in the livers of *Mof* ^*f/f*^ and Mx1-Cre; *Mof* ^*f/f*^ mice after polyI:C treatment. As shown in Figure 1*C*, MOF was largely absent in the nuclei of liver cells from the Mx1-Cre; *Mof* ^*f/f*^ mice. MOF was retained in a small subset of liver cells including endothelial cells and cholangiocytes surrounding veins and bile ducts as expected (Fig. 1*C*). Immunofluorescence for H4K16ac further confirmed loss of MOF in majority of liver cells (Fig. 1*D*). Since Mx1-Cre is also expressed in the hematopoietic system (27, 29), we measured levels of lineage-committed hematopoietic cells in the peripheral blood and bone marrow upon *Mof* deletion. We did not observe significant changes in the levels of T cells (CD3^+^), B cells (B220^+^), or myeloid cells (Gr1^+^, CD11b^+^) in the peripheral blood (Fig. S1*C*). Similarly, no significant change in the hematopoietic progenitors was detected in the bone marrow for up to day 60 post polyI:C treatment (Fig. S1*C* and data not shown).

**Figure 1:**
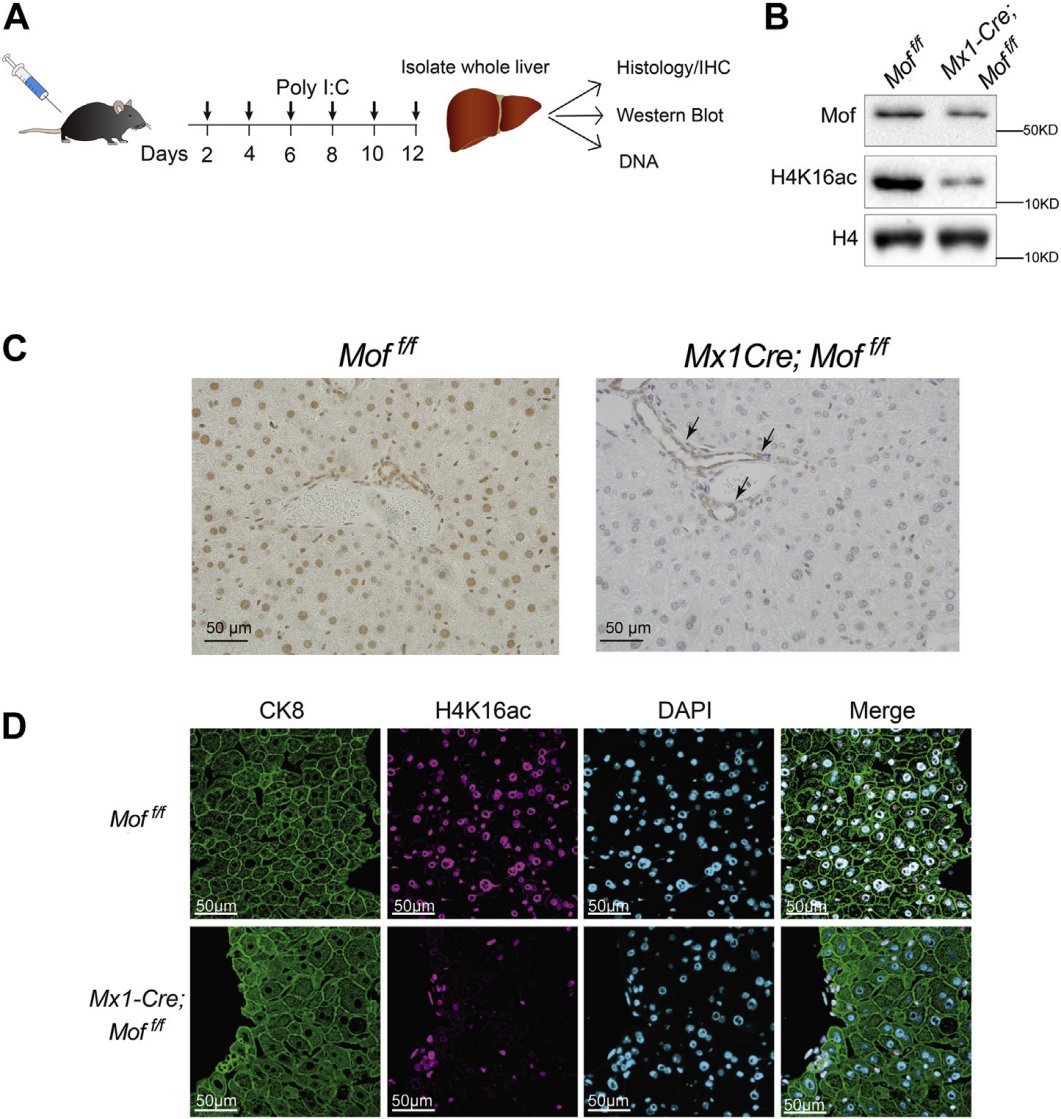
**Inducible deletion of *Mof* by Mx1-Cre.***A*, an outline of the experimental strategy. *B*, western blot for MOF and H4K16ac in hepatocytes isolated from polyI:C-treated *Mof*^*f/f*^ (no Cre recombinase) and Mx1-Cre; *Mof*^*f/f*^ livers. *C*, representative immunohistochemistry for MOF protein in livers of the polyI:C treated *Mof*^*f/f*^ (no Cre recombinase) and *Mx1-Cre*; *Mof*^*f/f*^ mice, as indicated on *top*. *Arrows* denote cholangiocytes and endothelial cells that escaped *Mof* deletion. Scale bar, 50 μm. *D*, representative immunofluorescence images for CK8 and H4K16ac staining in polyI:C-treated adult livers from *Mof*^*f/f*^ and Mx1-Cre; *Mof*^*f/f*^ mice following treatment.

### *Mof* deletion leads to acute liver injury

Upon polyI:C treatment, approximately 70% of Mx1-Cre; *Mof* ^*f/f*^ mice exhibited labored breathing and slowed gait in 3 weeks and had to be euthanized. The remaining Mx1-Cre; *Mof* ^*f/f*^ mice eventually succumbed within 60 days (Fig. 2*A*). In contrast, the polyI:C-treated control Mx1-Cre; *Mof* ^*f/+*^, *Mof* ^*+/+*^ and *Mof* ^*f/f*^ (no Cre) mice were normal at the study end point (80 days) (Fig. 2*A*). Livers from moribund Mx1-Cre; *Mof* ^*f/f*^ mice were significantly enlarged as compared with those of the control mice (Fig. S2*A*). In some cases (2 out of 20), *Mof* ^*−/−*^ livers were visibly whitened due to significantly increased lipid deposition (Fig. S2*B*). Histology of the *Mof* ^*−/−*^ livers showed massive hepatic cell death radiating from the central vein (Fig. 2*B*), suggestive of terminal liver failure. Blood serum levels of liver enzymes, including alanine aminotransferase (ALT), aspartate aminotransferase (AST), lactate dehydrogenase (LDH), bilirubin (TBIL), and alkaline phosphatase (ALKP), were significantly elevated in *Mof* ^*−/−*^ mice as compared with the polyI:C-treated control *Mof* ^*f/f*^ mice (Fig. 2, *C*–*D*). Since elevation of blood AST and ALT levels is often associated with hepatic steatosis and hepatitis (30), we examined the *Mof* ^*−/−*^ and *Mof* ^*f/f*^ livers for steatohepatitis-like features such as lipid deposition and fibrosis. Strikingly, majority of hepatocytes from *Mof* ^*−/−*^ mice showed enhanced accumulation of lipid microdroplets (Fig. 2*E*). Increase of *Cyp2e1* expression, indicative of lipotoxicity, was also detected in *Mof* ^*−/−*^ livers (Fig. S2*C*). Furthermore, there was significant fibrosis in most *Mof* ^*−/−*^ livers isolated from moribund mice that survived past day 30 of polyI:C treatment (Fig. 2*F*, bottom). Taken together, *Mof* deletion by Mx1-Cre leads to severe liver injury, dysregulation of fatty acid metabolism, and increased liver fibrosis, which are characteristics of steatohepatitis (31).

**Figure 2:**
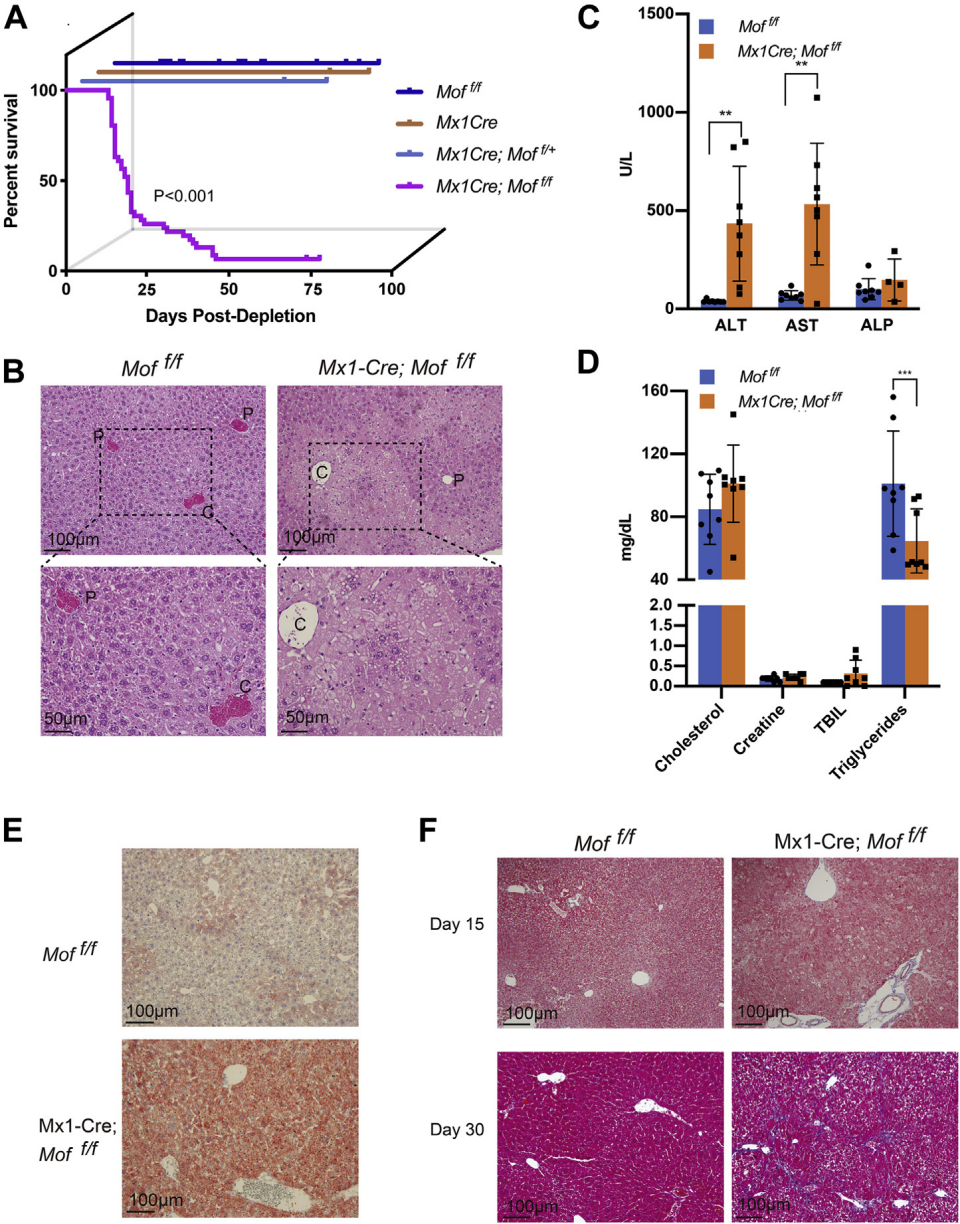
***Mof* deletion in adult livers led to terminal liver failure.***A*, Kaplan–Meier survival curve post polyI:C treatment. Mouse genotypes were indicated on the right. Log-rank test was performed and *p* < 0.001 for poly I:C-treated Mx1-Cre; *Mof*^*f/f*^ mice. A total of 44 male and 43 female mice were used for each group. *B*, representative H & E staining of polyI:C-treated adult livers from *Mof*^*f/f*^ and Mx1-Cre; *Mof*^*f/f*^ mice. Pale regions in Mx1-Cre; *Mof*^*f/f*^ tissue are indicative of cell death. C, central vein; P, portal vein. Scale bars, 50 μm (bottom) and 100 μm (*top*), respectively. *C*–*D*, scatter plot of basic liver chemistry panels as indicated on the *bottom*. The samples were analyzed at day 26 post polyI:C treatment. Two-way ANOVA was used for statistical analysis, ∗∗*p* < 0.002. Eight mice per genotype, four males and four females, were used in the analyses. *E*, oil Red O staining for lipid droplets in the polyI:C-treated *Mof*^*f/f*^ and Mx1-Cre; *Mof*^*f/f*^ livers. Scale bars, 100 μm. The staining was performed at day 26 post poly I:C treatment. *F*, Masson’s trichrome staining of *Mof*^*f/f*^ and Mx1-Cre; *Mof*^*f/f*^ livers at day 15 and 30 post polyI:C treatment. Blue staining is indicative of collagen deposition. Scale bars, 100 μm.

### MOF regulates gene pathways that are dysregulated in human liver disease.

To examine the function of *Mof* deletion at the molecular level, we performed RNA-seq analyses on primary liver tissues isolated from the *Mof* ^*−/−*^ and *Mof* ^*f/f*^ mice. 

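Liver RNA from 3 Mof f/f mice and 3 Mx1-Cre; Mof f/f mice was sequenced after treatment with polyI:C. PolyI:C is a synthetic RNA that induces interferon. The Mx1 promoter responds to interferon and drives the Cre recombinase, which removes the floxed part of Mof, and the paper calls the resulting livers Mof−/−. The paper gives 6 doses of polyI:C at 2.5 μg/g, and the sample labels give an age of 6 to 8 weeks. The sequencer is a HiSeq 2000 in the paper and a HiSeq 4000 in the labels. The paper's text does not name the day on which the livers for sequencing were collected. The authors mapped the reads to mm9 with TopHat2 and deposited, for each gene and library, the number of reads divided by the library's DESeq size factor (normalized counts). Reads counted on genes came to 41837522, 60297577 and 53463401 in the Mof f/f libraries (median 53463401) and to 50923046, 40972985 and 49388649 in the libraries labelled Mof−/− (median 49388649). The normalized counts were tested with limma on the log2(normalized count + 1) scale, on which the change of a gene with few reads is understated. Only genes with a mean of at least 5 normalized counts over the 6 libraries were tested. The thresholds were those of the paper's methods, an adjusted p under 0.05 and a log2 fold change above 1 or below −1. The pseudocount, the filter on low counts and the scaling of the libraries are the choices that could change these values.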

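The gene of MOF is listed in the counts as Kat8. In the annotation of mm9 it is named Myst1 and lies on the plus strand of chromosome 7 from 135056031 to 135069346, with exons that overlap those of Prss8 on the minus strand. Kat8 had 326, 281 and 295 normalized counts in the Mof f/f libraries and 421, 419 and 520 in the libraries labelled Mof−/−. The means were 300.6 ± 22.9 (SD, n = 3) and 453 ± 57.6 (SD, n = 3), a log2 fold change of 0.59 (standard error 0.23, adjusted p = 0.117 from limma with Benjamini-Hochberg adjustment). The 2 groups of libraries did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between 0.48 and 0.65. Rescaling each library to the same total moved it most among the settings with all 6 libraries, to 0.47. A count per gene does not separate the reads of the exons that Cre removes from the reads of the other exons. Since Kat8 was not lower in these libraries, they are named by their label throughout, and each direction of change rests on the labels.

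**Figure D1:**
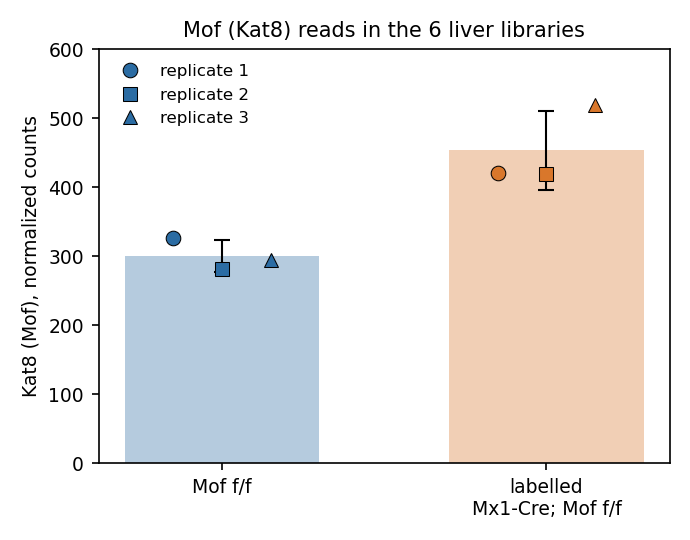
Normalized counts of Kat8, the gene of MOF, in the 3 Mof f/f libraries and the 3 libraries labelled Mx1-Cre; Mof f/f. Points are libraries, with 1 marker for each replicate number, and bars and whiskers are the mean and SD (n = 3); the libraries labelled Mx1-Cre; Mof f/f lie between 419 and 520, above the Mof f/f libraries at 281 to 326.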

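Of 18963 genes with reads, 15222 passed the filter on low counts and were tested. Both thresholds were passed by 2311 genes, of which 1188 were higher and 1123 lower in the libraries labelled Mof−/− (limma with Benjamini-Hochberg adjustment). The 3 libraries of one group did not overlap with those of the other for any of the 2311 genes. This held for 6275 (41.2%) of the genes tested, against 10% by chance for 3 libraries against 3. The authors' deposited table of differentially expressed genes holds 1408 genes, of which 664 have a positive and 744 a negative log2 fold change. All 1408 changed in the same direction here and 1294 (91.9%) passed both thresholds, while 1017 genes passed both thresholds here without being in that table. Among the settings with all 6 libraries, limma's array weights moved the number of genes most, to 4516. With each library rescaled to the same total, 892 genes were higher and 1293 lower, so that 40.8% of the calls were upregulated in place of 51.4%. The number of genes was 392 without Mof f/f replicate 1, 807 without Mof f/f replicate 2 and 240 without Mof f/f replicate 3. It was 648 without replicate 1 and 3898 without replicate 2 of the libraries labelled Mof−/−.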

There was a total of 1408 differentially regulated genes (fold change >2, *p* ≤ 0.05), of which 664 genes were upregulated and 744 genes were downregulated upon *Mof* deletion (Fig. 3*A*). Gene pathway analyses for the upregulated genes showed that they were enriched for pathways such as negative regulation of cell proliferation, apoptotic process, response to lipopolysaccharide, cytokine response, and fibroblast proliferation (Fig. 3*B*), consistent with steatohepatitis-like phenotypes *in vivo* (Fig. 2). 

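For the upregulated genes, Table S1 lists 274 terms, 15 of them with the paper's Benjamini value under 0.05. The genes under these terms were chosen by the paper on these libraries, so that their change here is not independent evidence. Of the 36 genes under negative regulation of cell proliferation, 35 passed both thresholds, with a median log2 fold change of 2.97. The same held for 32 of 33 genes under positive regulation of apoptotic process (median 2.40), 22 of 24 under response to lipopolysaccharide (median 2.90), and all 12 under response to cytokine (median 2.52) and all 13 under positive regulation of fibroblast proliferation (median 3.04). Gene lists compiled by hand for 34 pathways and cell types were tested beside these terms with limma's camera and fry, with Benjamini-Hochberg adjustment over the lists. Lists for pathways that the paper names took their theme from results on these libraries, so they are not independent evidence either. Of 42 inflammatory response genes, 38 were higher in the libraries labelled Mof−/− and 13 passed both thresholds, with a median log2 fold change of 2.56 (camera FDR = 9.81e-08, fry FDR = 0.0782). With genes at the detection limit in the Mof f/f libraries set to their lower bound, the median was 2.54. Relative to the mean of the Mof f/f libraries, the median change was 3.34 in replicate 1, 0.61 in replicate 2 and 3.96 in replicate 3 of the libraries labelled Mof−/−. Acute phase response genes were higher for 23 of 26 genes, with a median of 1.93 (camera FDR = 7.62e-07, fry FDR = 0.0713). Fibrosis genes were higher for 25 of 36, with a median of 0.82 (camera FDR = 0.00181, fry FDR = 0.125). This median was 0.49 without Mof f/f replicate 1, and with the replicate number as a block the fry FDR was 0.0454.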

Interestingly, the enriched gene pathways for the downregulated genes almost exclusively involve metabolic processes, such as oxidation reduction and the sterol and cholesterol biosynthetic pathways (Fig. 3*C*) (Table S1). 

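For the downregulated genes, Table S1 lists 107 terms, 19 of them with the paper's Benjamini value under 0.05. The term oxidation-reduction process has 70 genes in Table S1, of which 54 names were read, so no set test was run on it. Of these 54 genes, 35 passed both thresholds, and their median log2 fold change was −2.13. All 13 genes under sterol biosynthetic process (median −2.08) and all 12 under cholesterol biosynthetic process (median −2.18) passed both thresholds, as did 17 of 22 under steroid metabolic process (median −2.19). Of the 19 terms, 9 concern the cilium, smoothened signaling, cell projections, left/right symmetry or antigen presentation on MHC class II, and the other 10 concern metabolism. The term cilium morphogenesis has 24 genes, all past both thresholds with a median of −2.28. Fewer passed under epoxygenase P450 pathway (1 of 7) and the terms for antigen presentation on MHC class II (3 of 6 and 2 of 5). Among the lists compiled by hand, all 19 cholesterol synthesis genes were lower in the libraries labelled Mof−/−, 14 of them past both thresholds, with a median of −2.00 (camera FDR = 3.2e-08, fry FDR = 0.0507). All 15 fatty acid synthesis genes were lower, with a median of −2.22 (camera FDR = 6.12e-06, fry FDR = 0.0713). Cilium transport genes were lower for 50 of 51, with a median of −1.45 (camera FDR = 3.44e-12, fry FDR = 0.00882). They missed with fry without Mof f/f replicate 2 or 3 (0.0572 and 0.0560) and with the replicate block and a correction for GC content and length chosen after seeing the data (0.0562), while the other settings reached down to 0.00405. All 10 MHC class II genes were lower, with a median of −2.05 (camera FDR = 0.000495, fry FDR = 0.0789). The paper sets the upregulated pathways beside the steatohepatitis-like phenotypes of Fig. 2 and states in the heading of Fig. 3 that Mof regulates gene pathways for liver function.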

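Among the lists compiled by hand, apoptosis regulators were higher for 24 and lower for 17 of 41 genes in the libraries labelled Mof−/−, with 8 genes up and 4 down past both thresholds. Their median log2 fold change was 0.42 (camera FDR = 0.117, fry FDR = 0.0622). Without replicate 2 of the libraries labelled Mof−/−, the median was 0.39 and camera gave an FDR of 0.0458, against 0.357 without replicate 3, the lowest and highest over all settings. The median was 0.27 without replicate 1. Of 35 fatty acid oxidation genes, 24 were lower and 4 passed both thresholds, with a median of −0.50 (camera FDR = 0.0307, fry FDR = 0.316). This list rested on single libraries, with a median of −0.43 (camera FDR = 0.0704) without Mof f/f replicate 1 and −0.23 (camera FDR = 0.365) without replicate 3 of the libraries labelled Mof−/−, while other settings gave an FDR down to 0.000718. Amino acid catabolism genes were lower for 45 of 52, of which 20 passed both thresholds, with a median of −1.47 (camera FDR = 8.29e-09, fry FDR = 0.0958). Genes for subunits of the respiratory chain were lower for 62 of 72, with a median of −0.44 (camera FDR = 0.000148, fry FDR = 0.312). Without replicate 3 of the libraries labelled Mof−/− this median was −0.21, and without replicate 2 it was −0.66. Genes for assembly of the respiratory chain were lower for 32 of 38, with a median of −0.74 (camera FDR = 4.22e-07, fry FDR = 0.0015). Over the 34 lists, 22 passed an FDR of 0.05 with camera, 11 in each direction, and 6 of these also passed with fry. The 6 were respiratory chain assembly, cilium transport, cytosolic ribosomal proteins, the integrated stress response, immediate early genes and p53 targets. The other divisions of the 6 livers into 3 and 3 gave between 10 and 24 lists with camera and 0 with fry.

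**Figure D2:**
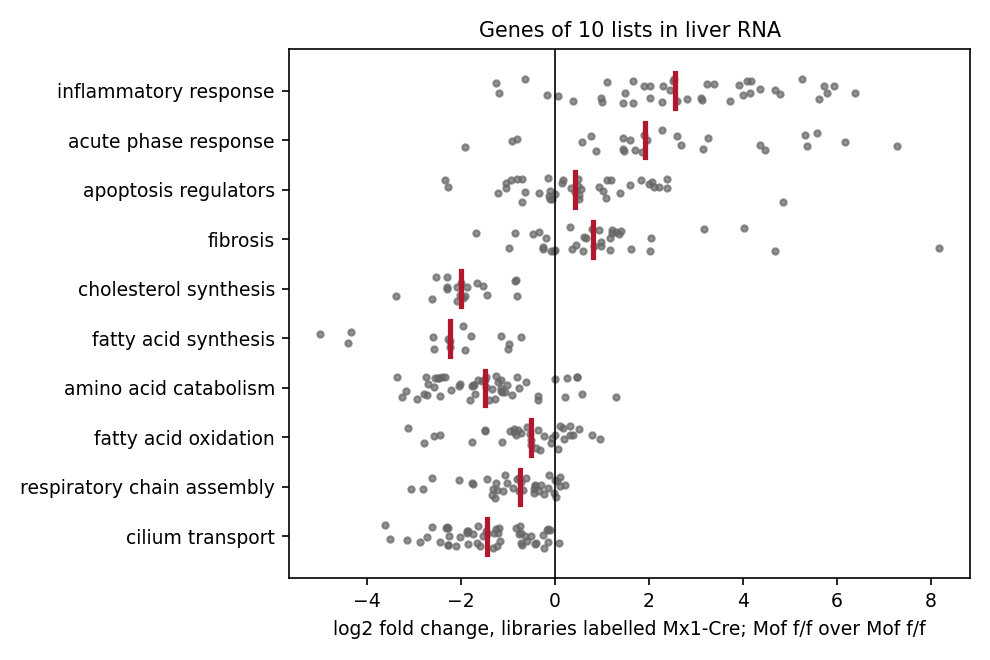
Log2 fold changes of the genes of 10 lists, libraries labelled Mx1-Cre; Mof f/f over Mof f/f (horizontal axis, n = 3 libraries in each group). Points are genes and bars are list medians, which run from −2.22 for fatty acid synthesis to 2.56 for the inflammatory response.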

GSEA analysis further confirmed enrichment of apoptosis and inflammatory response pathways in the upregulated genes (Fig. S3*A*), as well as enrichment of fatty acid metabolism and other mitochondria processes in the downregulated genes (Fig. S3*B*). 

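The heatmap of Fig. 3D holds 47 genes. All 28 genes drawn as increased were higher in the libraries labelled Mof−/−, without overlap between the groups, and 27 passed both thresholds (limma with Benjamini-Hochberg adjustment). Their log2 fold changes were at least 2.07, with a median of 4.68. All 19 genes drawn as decreased were lower, 18 of them without overlap between the groups (all but Cyp2b9) and 15 of them past both thresholds. Their log2 fold changes ran from −5.91 to −2.84, with a median of −3.63. In total 42 of the 47 genes passed both thresholds over all genes tested, and 47 passed when adjusted over the list alone, which is not independent evidence because the paper chose the list on these libraries. The 5 that did not pass were Cxcl5, Cyp2b9, Cyp2c37, Cyp2c50 and Cyp2f2, with adjusted p between 0.0506 and 0.0659. Cyp2b9, Cyp2c37 and Cyp2f2 passed with the replicate number as a block, but the number past both thresholds was 42 there as well. Other genes of the figure so missed with the block. The number past both thresholds was 23 without Mof f/f replicate 1 and 20 without Mof f/f replicate 3. It was 25 without replicate 1 of the libraries labelled Mof−/−.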

Heatmap of representative *Mof* targets in these pathways was shown in Figure 3*D* and expression of selected genes was confirmed by real-time PCR (Fig. S3*C*).

**Figure 3:**
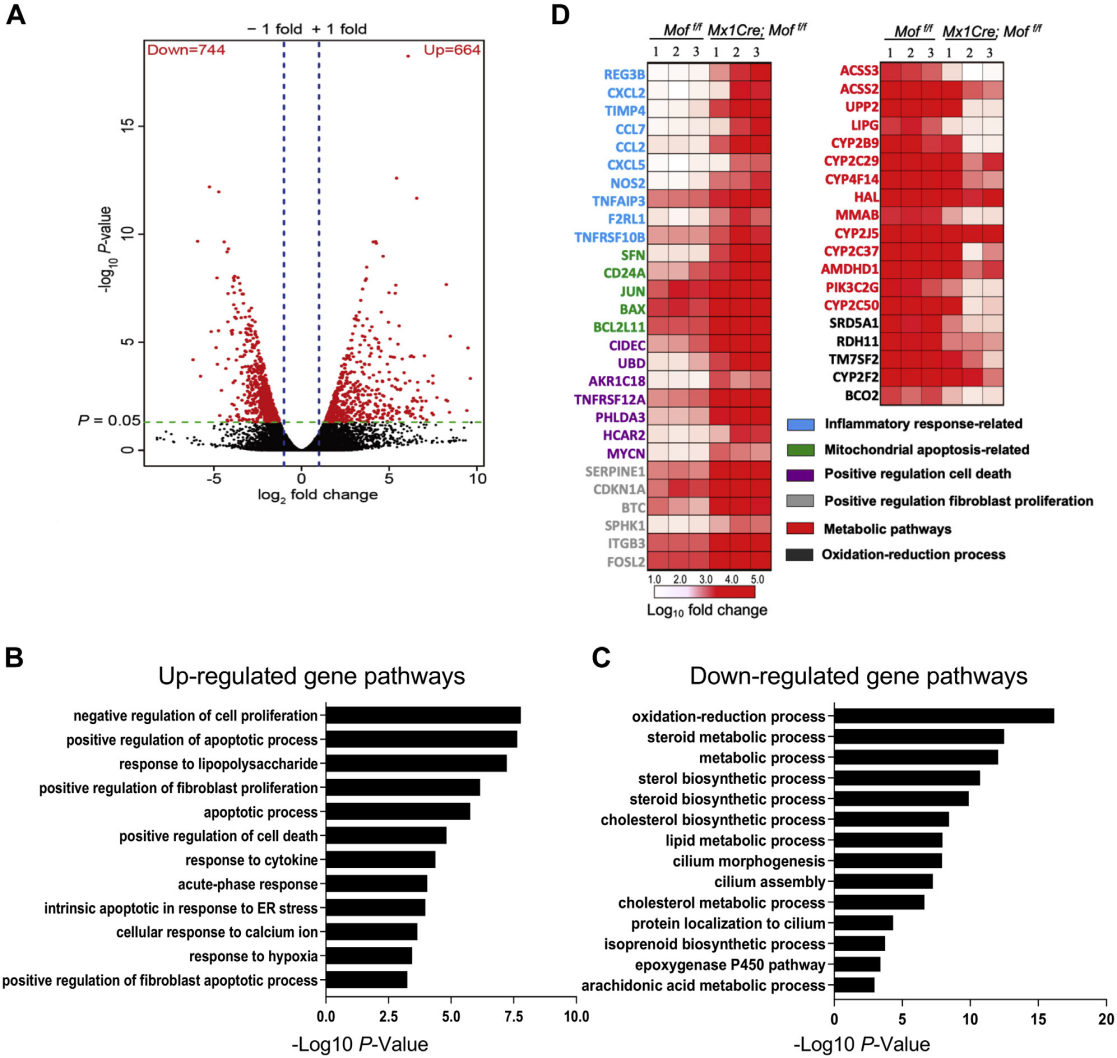
***Mof* regulates important gene pathways for proper liver functions.***A*, volcano plot of genes differentially expressed in *Mof* null livers as compared with the control *Mof^f/f^* liver. *Red dots* depict genes with log2 fold change of ≥ ±1 and *p* value ≤0.05. (N = 3/group). *B*, KEGG analysis of upregulated gene pathways. *C*, KEGG analysis of downregulated gene pathways. *D*, heatmap of expression of representative *Mof* target genes after *Mof* deletion. Heatmap key on bottom indicates normalized log10 fold change. Gene pathway annotation is indicated by color coding.

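Among genes with a mean of at least 50 normalized counts and no overlap between the groups, the 5 largest increases included those of Areg, Fgf23, Mmp24 and Reg3b. Areg, Fgf23 and Mmp24 had at most 3 reads in each Mof f/f library, and were at least 364-fold, 80.1-fold and 90.3-fold higher in the libraries labelled Mof−/−. Areg had 3072, 401.2 and 297.7 normalized counts in replicates 1, 2 and 3 of these libraries, and was at least 101-fold higher without replicate 1. Fgf23 was at least 52.9-fold higher without replicate 2. Reg3b (chromosome 6 from 78320879 to 78323460) had 2.61 ± 1.05 normalized counts (SD, n = 3) in the Mof f/f libraries and 908 ± 929.9 (SD, n = 3) in the libraries labelled Mof−/−. Its log2 fold change was 7.32 (standard error 0.91, adjusted p = 0.00704 from limma with Benjamini-Hochberg adjustment). The 5 largest decreases were those of Mup17, Mup16, Serpina6, Mup10 and Car3, with log2 fold changes of −6.81, −6.74, −6.52, −6.38 and −6.20. Mup10, Mup16 and Mup17 belong to a family of near-identical genes between which reads could be split, so their values are uncertain. Mup17 had an adjusted p of 0.0134 in limma, and of 0.0605 without replicate 1 of the libraries labelled Mof−/−, the largest among its alternatives, which reach down to 5.85e-11. Serpina6 had an adjusted p of 0.0155, and its alternatives ran from 9.35e-06 to 0.0698. It did not pass with edgeR, nor with any Mof f/f library or replicate 1 of the libraries labelled Mof−/− left out. Car3 had 243.8, 27080 and 317.9 normalized counts in replicates 1, 2 and 3 of the libraries labelled Mof−/−, and an adjusted p of 0.0461. Its alternatives ran from 0.000386 without that replicate 2 to 0.207 with edgeR. It also missed with DESeq2, upper-quartile scaling or eBayes without a trend, and with any of the other 5 libraries left out.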

Given the steatohepatitis-like features in *Mof* null mice (*e.g.*, increase of fat deposition, fibrosis, elevated serum AST and ALT), we compared gene pathways dysregulated by *Mof* deletion with those in human NASH patients. Interestingly, RNA-seq analyses of primary liver samples from human NASH patients and healthy controls (GSE134422) showed that *MOF* was significantly downregulated in human NASH patients (Fig. 4*A*). Furthermore, there were over 2283 genes with altered expression in human NASH patients. Among them, a significant subset of genes (∼12%) were dysregulated in both human NASH and the *Mof* deletion mouse model (Fig. 4, *B*–*C*). 

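The mouse side of this overlap was taken from the 264 genes of Table S2, matched by symbol. The human libraries were not analysed here. Of the 264 symbols, 252 matched a gene in the mouse counts, 12 did not, and 251 genes were tested. All 251 are in the authors' deposited table, so that their change in these libraries is not independent evidence. In the libraries labelled Mof−/−, 169 of the 251 genes were higher and 82 lower. Both thresholds were passed by 236 genes (limma with Benjamini-Hochberg adjustment), and by 251 when adjusted over the list alone. Of the 236 genes, 165 were upregulated, with a median log2 fold change of 2.95. This number was 73 without Mof f/f replicate 1 and 54 without Mof f/f replicate 3, and 77 without replicate 1 of the libraries labelled Mof−/−. From the overlap, the paper proposes that the transcriptome of Mof null livers shares molecular features with that of human NASH.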

Majority (62.50%) of the commonly deregulated genes were involved in inflammatory response and apoptotic pathways in KEGG pathway analysis (Fig. 4*D*). 

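Of the genes shared with the human data in Table S2, 71 were downregulated past both thresholds in the libraries labelled Mof−/− (limma with Benjamini-Hochberg adjustment), with a median log2 fold change of −2.27. Leaving out 1 library lowered this number by a larger share than that of the upregulated genes. Each such fit has fewer libraries, so a loss of power cannot be told apart from dependence on that library. The number was 16, 21 and 9 without Mof f/f replicates 1, 2 and 3, and 23 without replicate 1 of the libraries labelled Mof−/−. Among the mouse terms of Table S1, all 5 downregulated genes under lipoprotein metabolic process passed both thresholds, with a median of −2.04. Table S1 also lists this term for the upregulated genes, with 4 genes that all passed both thresholds and had a median of 3.67. The paper's Benjamini values of the term are 0.622 for the downregulated and 0.736 for the upregulated genes.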

Pathways such as oxidation–reduction and lipoprotein metabolic pathways were among the commonly downregulated pathways in both human NASH patients and *Mof* null mice (Fig. 4*E*, Table S2). 

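The heatmap of Fig. 4F holds 47 genes, chosen by the paper. All 29 genes drawn as increased were higher in the libraries labelled Mof−/− and all 18 drawn as decreased were lower, each without overlap between the groups. Over all genes tested 41 passed both thresholds, and 47 when adjusted over the list alone, which is not independent evidence. Nos2 (chromosome 11 of mm9 from 78734289 to 78773756) encodes the inducible nitric oxide synthase. It had 6.43 ± 6.87 normalized counts (SD, n = 3) in the Mof f/f libraries and 390.1 ± 246 (SD, n = 3) in the libraries labelled Mof−/−, a log2 fold change of 5.93 (standard error 0.74, adjusted p = 0.00704 from limma with Benjamini-Hochberg adjustment). Cxcl5 (chromosome 5 from 91188325 to 91190651), a chemokine gene, rose from 2.73 ± 2.24 to 193 ± 162 (SD, n = 3 each), with a log2 fold change of 4.69 (standard error 1.41, adjusted p = 0.0612). Its libraries labelled Mof−/− had 265, 6.89 and 306 normalized counts, and without replicate 2 the adjusted p was 0.00148. Cxcl5 also passed with array weights, edgeR and DESeq2, and with a correction for GC content and length that was chosen after seeing the data, and its alternatives ran from 4.21e-06 to 0.196. Ccl2 (chromosome 11 from 81849073 to 81850955), also a chemokine gene, rose from 18.7 ± 5.24 to 1357 ± 899 (SD, n = 3 each), a log2 fold change of 5.78 (adjusted p = 0.00682). Acss2 (chromosome 2 from 155343684 to 155411460) encodes an acetyl-CoA synthetase and overlaps exons of Ggt7 and Gss, with which reads could be exchanged. It fell from 28714 ± 22002 to 1521 ± 1317 (SD, n = 3 each), a log2 fold change of −4.33 (standard error 0.70, adjusted p = 0.0125). The adjusted p of Acss2 was 0.0563 without Mof f/f replicate 3 and 0.0583 without replicate 1 of the libraries labelled Mof−/−, and as low as 1.10e-07 with DESeq2. Mmab (chromosome 5 from 114881043 to 114894068), a gene of cobalamin metabolism, fell from 1770 ± 138 to 228.5 ± 139 (SD, n = 3 each), with a log2 fold change of −3.12 (adjusted p = 0.00818). Pik3c2g (chromosome 6 from 139570409 to 139916464), a gene of a phosphoinositide kinase, fell from 1965 ± 771 to 290.6 ± 242 (SD, n = 3 each), with a log2 fold change of −2.97 (adjusted p = 0.0197). It did not pass with any Mof f/f library or replicate 1 of the libraries labelled Mof−/− left out, and its alternatives ran from 0.000115 to 0.0875.

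**Figure D3:**
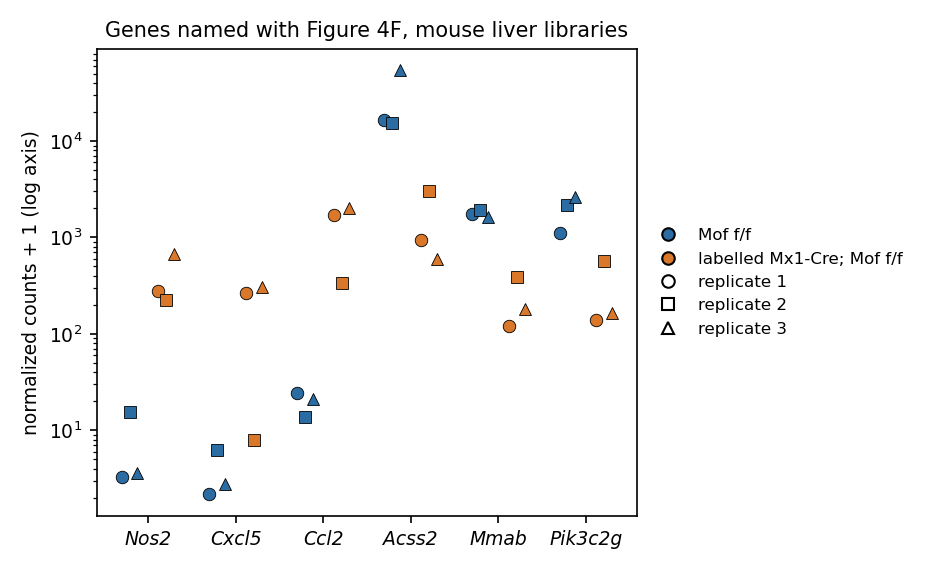
Normalized counts plus 1 of Nos2, Cxcl5, Ccl2, Acss2, Mmab and Pik3c2g in each mouse liver library, on a log axis. Points are libraries, in 1 color for each group and 1 marker for each replicate number; replicate 2 of the libraries labelled Mx1-Cre; Mof f/f is nearest to the Mof f/f libraries for all 6 genes, at 6.89 normalized counts for Cxcl5.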

Expression of representative inflammatory signaling factors such as *NOS2*, *CXCL5*, and *CCL2* and metabolic genes such as *ACSS2*, *MMAB*, and *PIK3C2G* in *Mof* null liver and human NASH patients were shown in Figure 4*F*. 

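The mouse side of the second comparison was taken from the 157 genes of Table S3, of which 151 matched a mouse gene by symbol and 6 did not. All 151 were tested, and 150 are in the authors' deposited table. Both thresholds were passed by 137 genes over all genes tested, and by 149 when adjusted over the list alone (limma with Benjamini-Hochberg adjustment). Of the 137 genes, 89 were higher in the libraries labelled Mof−/−, with a median log2 fold change of 3.08, and 48 were lower, with a median of −2.62.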

Similar conclusions could also be drawn from analyzing an independent RNA-seq data set from 16 human NASH patients (Fig. S4, *B*–*D* and Table S3) (31). These results suggest that *Mof* deletion-mediated transcriptome changes carry some molecular characteristics of human NASH.

**Figure 4:**
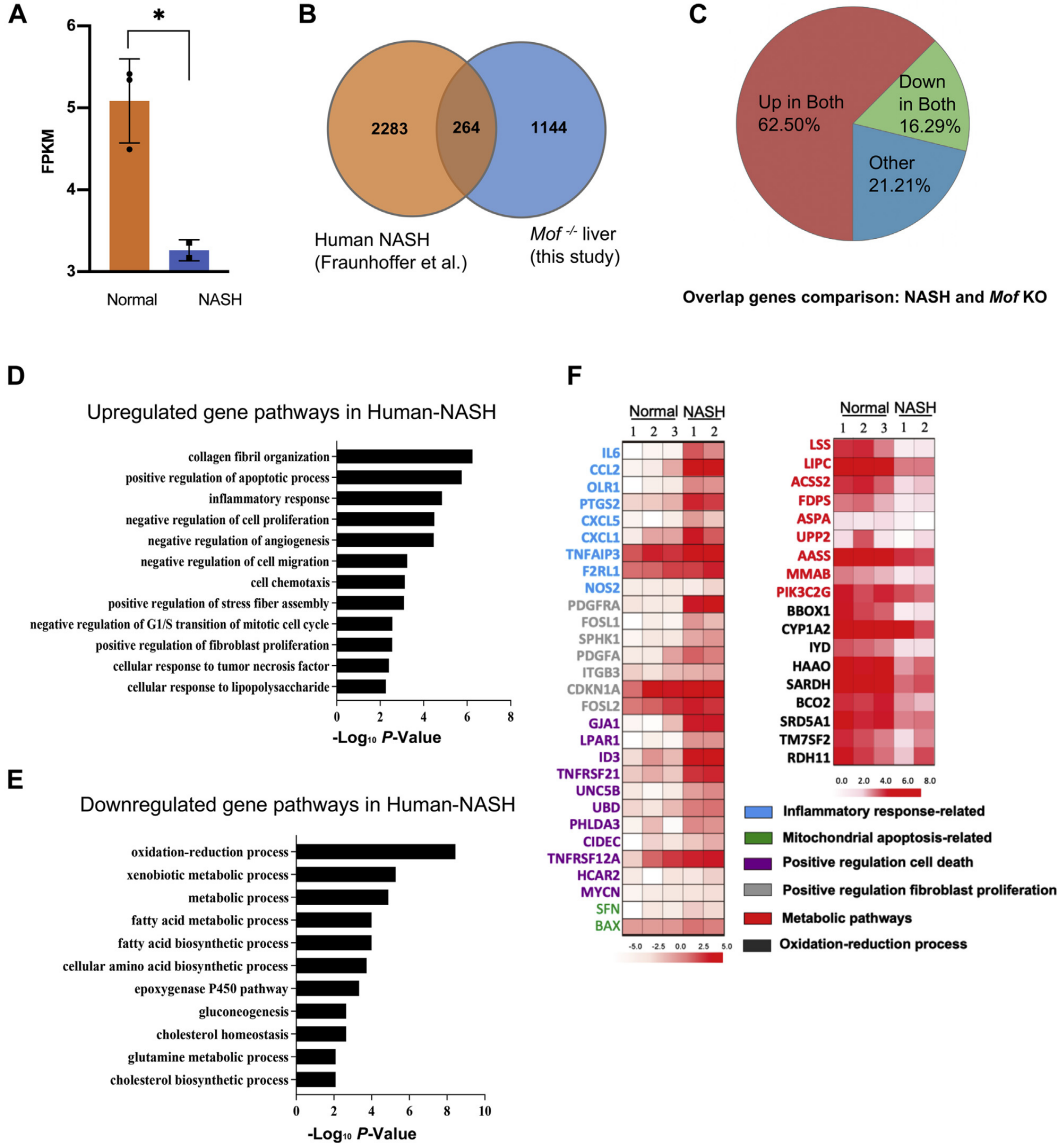
***MOF* and MOF-dependent gene network are dysregulated in human NASH patients.***A*, FPKM expression values of *MOF* in human NASH patients and healthy controls (∗*p* < 0.05, student *t*-test) (GSE134422) (45). *B*, Venn diagram of differentially expressed genes (fold change > 2) in M*of* null mouse livers and human NASH samples. *C*, pie chart for genes dysregulated in both mouse and human datasets. *D*, upregulated biological processes in the human NASH dataset. X-axis shows negative log_10_*p* value. *E*, downregulated biological processes in human NASH dataset. X-axis shows negative log_10_*p* value. *F*, heatmap of expression of representative *Mof* targets in human NASH and healthy control samples as indicated on top. Heatmap key on bottom indicates normalized log_10_ fold change.

### Hepatocyte-specific *Mof* deletion had no apparent liver defects

Since Mx1-Cre is expressed in both hepatocytes and *Kupffer* cells in the liver (28), we decided to examine whether liver failure upon *Mof* deletion is intrinsic to hepatocytes. To this end, we specifically deleted *Mof* in hepatocytes of the *Mof* ^*f/f*^ mice by tail vein injection of adeno-associated virus (AAV) expressing Cre recombinase under the control of the promoter of hepatocyte-specific thyroxine-binding globulin gene (TBG) (AAV-TBG-Cre) (Fig. 5*A*). In parallel, we injected AAV expressing TBG-driven green fluorescent protein (AAV-TBG-GFP) as the negative control (Fig. 5*A*). Injection of AAV-TBG-Cre, but not AAV-TBG-GFP, specifically deleted *Mof* in the liver, but not in hematopoietic organs such as the spleen and peripheral blood, as indicated by the genotyping result for *Mof* excision (Fig. 5*B*) (32, 33). Western blot analysis further confirmed significant reduction of both MOF protein and H4K16ac in the livers after AAV-TBG-Cre injection (Fig. 5*C*). The remanent signals for MOF and H4K16ac were likely from nonhepatocytes (*e.g.*, Kupffer cells) in the liver, which maintained normal *Mof* expression. Surprisingly, unlike the Mx1-Cre mouse model, all mice were viable at least 3 months after AAV-TBG-Cre injection. Livers from mice injected with AAV-TBG-CRE or AAV-TBG-GFP showed no obvious difference. H&E staining showed normal liver architecture in *Mof* ^*−/−*^ mice (Fig. 5*E*). Consistently, serum level of ALT was normal at day 30 post deletion (Fig. 5*F*). No fibrosis was detected in the liver of *Mof* ^*−/−*^ mice (Fig. 5*G*). These results suggest that hepatocyte-specific *Mof* deletion does not have detrimental effects in the liver.

**Figure 5:**
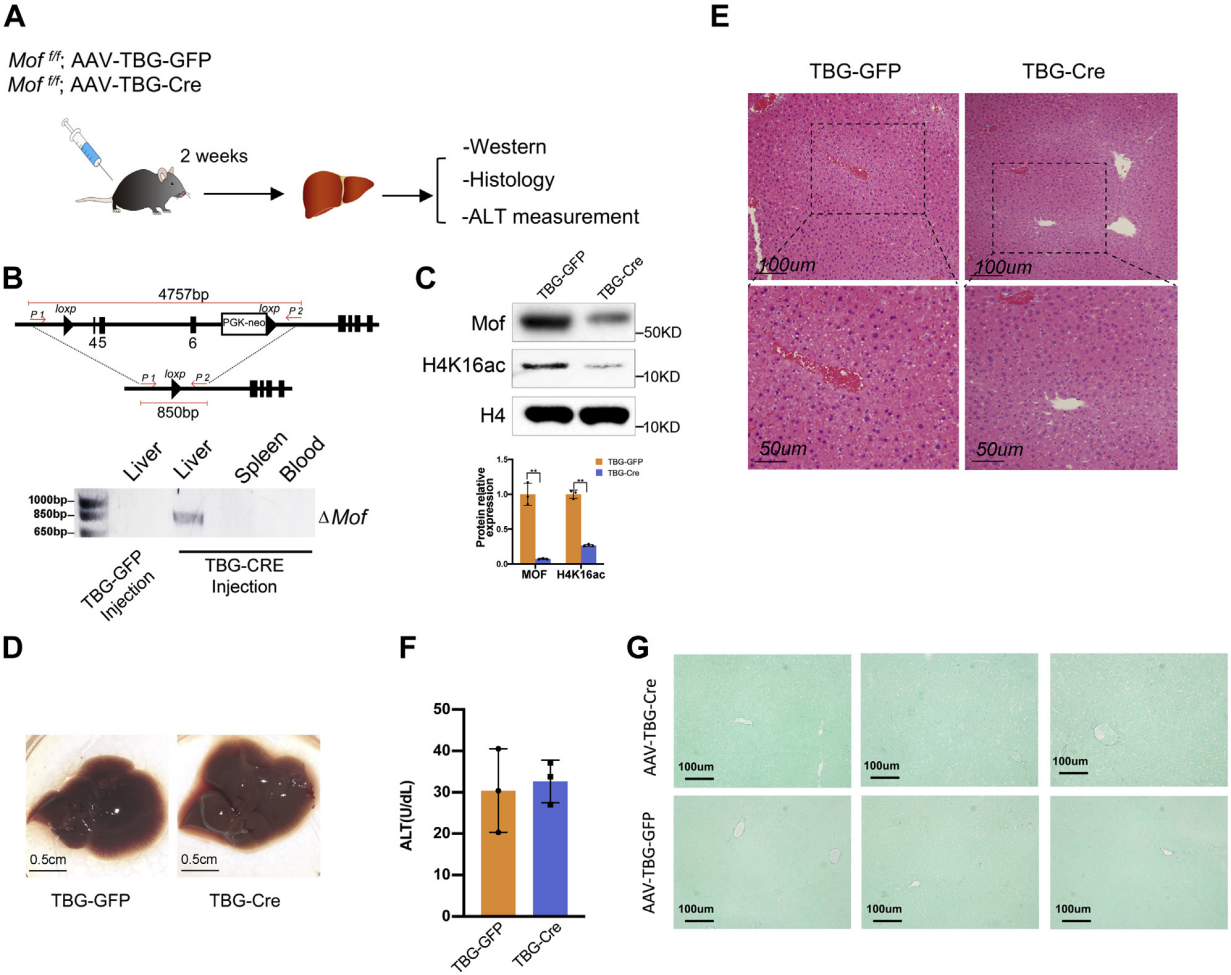
**Hepatocyte-specific *Mof* deletion had no overt phenotype.***A*, schematics for analyzing *Mof* deletion in hepatocyte. *B*, *Top*, genotyping strategy for *Mof*. *Bottom*, the DNA gel for the PCR products using the liver, spleen, and peripheral blood tissues as indicated on *top*. *Mof* deletion was only detected by PCR in livers isolated from AAV-TBG-Cre injected mice. *Mof* deletion was not detected in livers of the control AAV-TBG-GFP injected *Mof*^*f/f*^ mice or in other organs of the AAV-TBG-Cre-injected *Mof*^*f/f*^ mice. *C*, western blot for MOF and H4K16ac in livers isolated from the AAV-TBG-Cre and AAV-TBG-GFP mice as indicated on the left. Western blot for histone H4 was used as the loading control. *D*, representative image for livers isolated from mice at day 26 post either AAV-TBG-Cre or AAV-TBG-GFP injection, scale bar 0.5 cm. *E*, representative H&E staining for livers isolated at day 26 from AAV-TBG-Cre; *Mof*^*f/f*^ and AAV-TBG-GFP; *Mof*^*f/f*^ mice. Scale bar, 50 μm (*bottom*) or 100 μm (*top*) as indicated. *F*, level of serum ALT at day 30 post AAV-TBG-GFP or AAV-TBG-Cre injection. Mean and standard deviation (error bars) from five independent experiments were presented. No statistic difference was detected. *G*, representative Sirius Red (Sigma, 365548) and Fast Green (Sigma, F7252) staining for the liver sections from three different mice following either AAV-TBG-GFP or AAV-TBG-Cre injection, scale bar 100 μm.

### Simultaneous deletion of *Mof* in hepatocytes and bone marrow–derived macrophages (BMDMs) increases apoptosis of hepatocytes *in vitro*

The discrepancy of *Mof* function in the Mx1-Cre and AAV-TBG-Cre mouse models suggests that *Mof* deletion-induced liver injury and steatohepatitis-like features probably require coordinated changes in both hepatocytes and *Kupffer* cells. To test this, we performed the *in vitro* coculture experiment using primary *Mof* ^*−/−*^ and *Mof* ^*f/f*^ hepatocytes with bone marrow–derived macrophages (BMDMs) isolated from ER-Cre; *Mof* ^*f/f*^ mice (Fig. 6*A*). The BMDM are commonly used to study the function of *Kupffer* cells *in vitro* (34). *Mof* deletion in the BMDM was induced by adding 100 nM tamoxifen (4-OHT) to the cell culture 72 h prior to the experiment (Fig. 6*A* and Fig. S5). Ethanol was used as the control for mock treatment. Simultaneous deletion of *Mof* in both hepatocytes and BMDM led to significant increase of apoptosis in hepatocytes (Fig. 6*B*, right), which is in contrast to that of *Mof* ^*f/f*^ hepatocytes cocultured with *Mof* ^*−/−*^ BMDM (Fig. 6*B*, left) or that of *Mof* ^*−/−*^ hepatocytes cocultured with mock-treated *Mof* ^*f/f*^ BMDM (Fig. 6*B*). Quantifications of the apoptosis analyses were shown in Figure 6*C*. Consistent with Annexin V/PI staining, the levels of cleaved PARP as well as active Caspase 3 proteins were significantly higher in *Mof* ^*−/−*^ hepatocytes after coculturing with *Mof* ^*−/−*^ BMDM than those after coculturing with mock-treated *Mof* ^*f/f*^ BMDM (Fig. 6*D*). Furthermore, cytosolic cytochrome c, a downstream effector of mitochondria apoptosis, was also significantly increased in *Mof* ^*−/−*^ hepatocytes after coculturing with *Mof* ^*−/−*^ BMDM, but not with mock-treated *Mof* ^*f/f*^ BMDM or no BMDM (Fig. 6*D*). Reciprocal changes of mitochondrial cytochrome c provided further confirmation (Fig. 6*E*). These results argue that liver injury observed in the Mx1-Cre; *Mof* ^*f/f*^ mice likely requires simultaneous loss of *Mof* in both cellular compartments *in vivo*.

**Figure 6:**
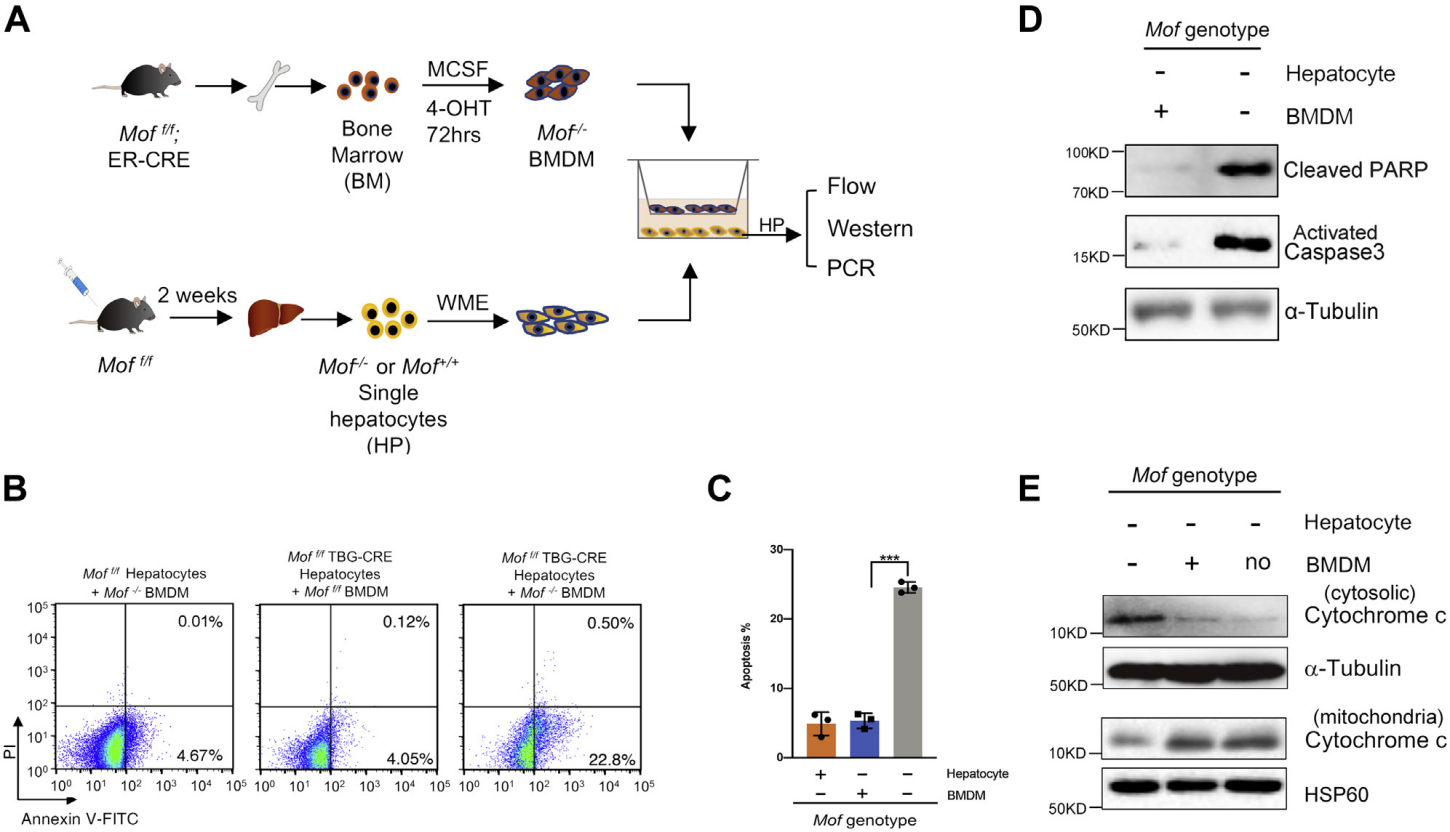
***Mof***^***−/−***^**BMDM coculture increased apoptotic response by *Mof***^***−/−***^**hepatocyte *in vitro*.***A*, the schematics for the coculture experiments. *B*, representative FACS analysis for Annexin V-FITC and PI stained hepatocytes after coculturing with *Mof*^*f/f*^ or *Mof*^*−/−*^ BMDM. Early apoptotic cells (AnnexinV^+^ and PI^−^) were shown in the lower right quadrant, and late apoptotic cells (AnnexinV^+^ and PI^+^) were shown in the upper right quadrant. *C*, scatter plot for quantification of the flow cytometry analyses for the coculture experiment as indicated at bottom. Mean and standard deviation (error bar) from three independent experiments were presented. (∗∗∗*p* < 0.001, student *t*-test). *D*, western blots for the cleaved PARP and activated caspase 3 proteins in *Mof*^*−/−*^ hepatocyte after coculture with *Mof*^*f/f*^ (left lane) or *Mof*^*−/−*^ (right lane) BMDM. Western blot for Tubulin was used as the loading control. *E*, western blot of cytosolic and mitochondria cytochrome c, indicated on right, in *Mof*^*−/−*^ hepatocytes after coculturing with *Mof*^*f/f*^, *Mof*^*−/−*^ or no BMDMs.

### Reciprocal signaling between hepatocytes and BMDM is required for inflammation response

To examine *Mof*-dependent signaling in the liver microenvironment that may contribute to liver injury, we first examined whether *Mof* ^*−/−*^ hepatocytes promote inflammation signaling to BMDM. To this end, we cultured the *Mof* ^*−/−*^ and *Mof* ^*f/f*^ BMDMs in the *Mof* ^*−/−*^ hepatocyte-conditioned medium. The *Mof* ^*−/−*^ BMDMs were activated by the *Mof* ^*−/−*^ hepatocyte-conditioned medium, expressing much higher level of chemokines CCL2, proinflammatory cytokine IL6, tumor necrosis factor (TNF)-α, profibrotic gene TIMP, and inducible nitric oxide synthase (iNOS) (Fig. 7*A*), consistent with *in vivo* RNA-seq analysis (Fig. 3*D*). Western blot analyses further confirmed changes of these genes at the protein levels (Fig. 7*B*). In contrast, *Mof* ^*−/−*^ BMDM or *Mof* ^*f/f*^ BMDMs cultured in regular medium had no or only modest change in CCL2, IL6, or TNFα at gene expression (Fig. 7*C*) and protein levels (Fig. 7*D*). Importantly, heat treatment of the *Mof* ^*−/−*^ hepatocyte-conditioned medium abolished its ability to activate *Mof* ^*−/−*^ BMDM (Fig. 7*E*). These results suggest that *Mof* null hepatocyte may provide cytokine signaling for macrophage activation.

**Figure 7:**
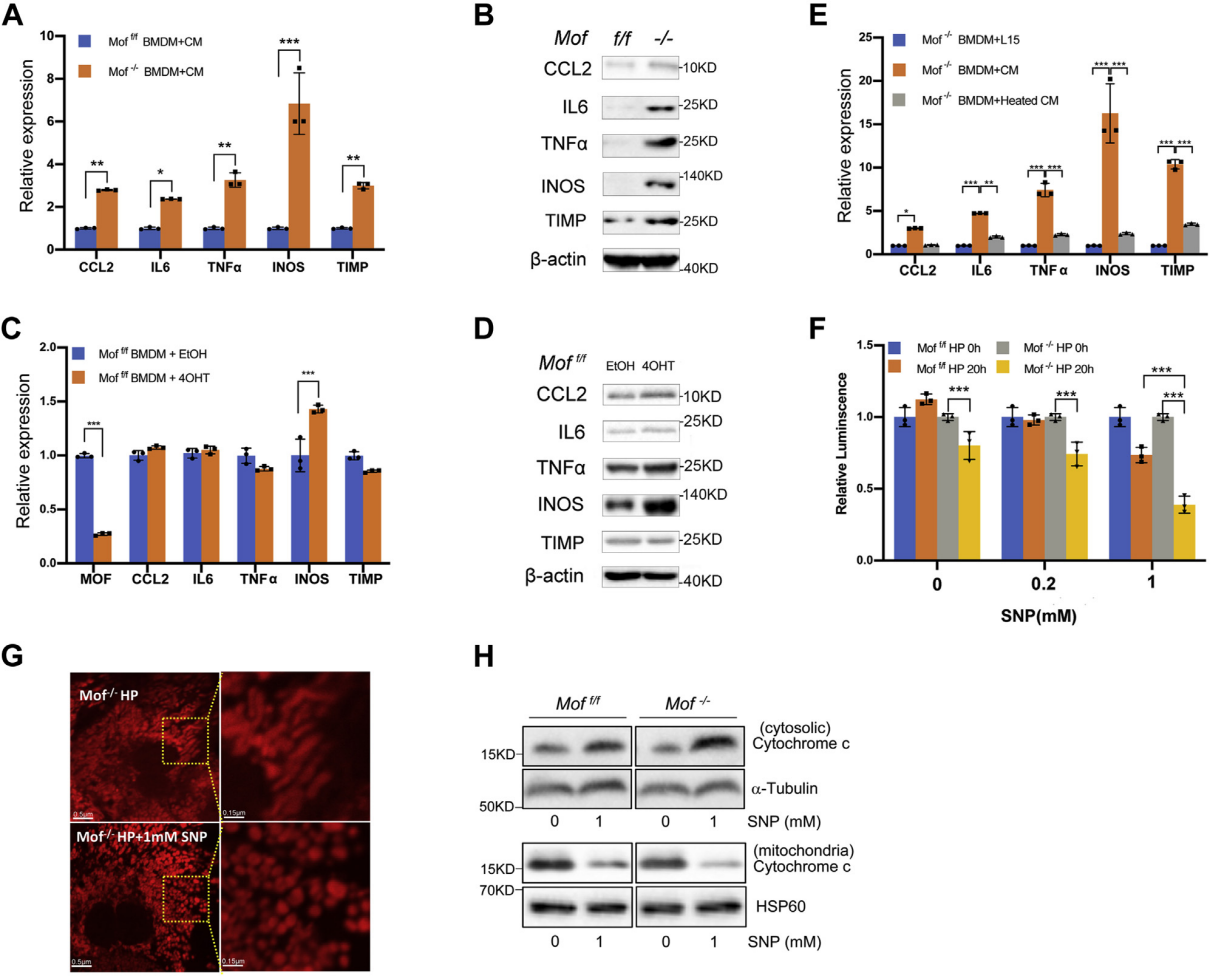
***Mof* regulates reciprocal signaling between BMDM and hepatocytes.***A*, relative gene expression in *Mof*^*f/f*^ and *Mof*^*−/−*^ BMDM after culturing with the conditioned medium from *Mof*^*−/−*^ hepatocytes. Y-axis is fold change after normalization against expression level of *Gapdh*, which is arbitrarily set as 1. Mean and standard deviation (error bar) from three independent experiments were shown. (∗*p* < 0.05; ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, two-way ANOVA test). *B*, immunoblots for CCL2, IL6, TNFα, INOS, and TIMP in *Mof*^*f/f*^ (*left lane*) and *Mof*^*−/−*^ BMDMs (*right lane*) cultured in the *Mof*^*−/−*^ hepatocyte-conditioned medium. Immunoblot for β-actin was used as the loading control. *C*, relative gene expression in *Mof*^*f/f*^ BMDM after 100 mM 4OHT or EtOH treatment. Y-axis is fold change after normalization against *Gapdh level*, which was arbitrarily set as 1. Mean and standard deviation (error bar) from three independent experiments were shown. (∗∗∗*p* < 0.001, two-way ANOVA test). *D*, immunoblot for CCL2, IL6, TNFα, INOS, and TIMP in *Mof*^*f/f*^ BMDM after 100 mM 4OHT or EtOH treatment. Immunoblot for β-actin was included as the loading control. *E*, relative gene expression in *Mof*^*−/−*^ BMDM cultured in L15 media, the conditioned medium from *Mof*^*−/−*^ hepatocytes, or the conditioned medium after heating at 100 °C for 5 min. Y-axis is fold change after normalization against expression of *Gapdh*, which is arbitrarily set as 1. Mean and standard deviation (error bar) from three independent experiments were shown. (∗*p* < 0.05, ∗∗∗*p* < 0.001, two-way ANOVA test). *F*, cell-titer Glo assay for ATP production at 0 or 20 h after SNP treatment in primary *Mof*^*−/−*^ and *Mof*^*f/f*^ hepatocytes. Mean and standard deviation (error bar) from three independent experiments were presented. (∗∗∗*p* < 0.001, two-way ANOVA test). *G*, representative MitoTracker live staining of *Mof*^*−/−*^ hepatocytes with or without 1 mM SNP treatment, scale bar 0.5 μm. *Right panels* were enlargement of the square area from the left images (scale bar 0.15 μm). *H*, western blots for cytosolic or mitochondria cytochrome c in *Mof*^*−/−*^ hepatocytes with or without SNP treatment. Antibodies were indicated on the right.

We next examined the reciprocal signaling from macrophages to hepatocytes. *Mof* ^*−/−*^ BMDM expressed higher level of *iNOS* (Fig. 7, *C*–*D*), which increases release of nitric oxide (NO) to trigger apoptotic response (35, 36). We next asked whether *Mof* ^*−/−*^ hepatocytes are more sensitive to NO signaling and contribute to a feedback amplification of cell death signaling. Since primary BMDMs are difficult to transfect and have short viability *in vitro* for genetic studies, we directly treated *Mof* ^*f/f*^ and *Mof* ^*−/−*^ hepatocytes with sodium nitroprusside (SNP) as the NO donor. As shown in Figure 7*F*, although 1 mM SNP treatment decreased ATP production in both *Mof* ^*f/f*^ and *Mof*^*−/−*^ hepatocytes, *Mof*^*−/−*^ hepatocytes were much more sensitive to NO signaling than *Mof* ^*f/f*^ hepatocytes (Fig. 7*F*). Mitochondria in 1 mM SNP-treated *Mof* ^*−/−*^ hepatocytes were significantly smaller and more punctuated as compared with the mock-treated cells (Fig. 7*G*), indicative of onset of apoptosis (37, 38). Consistently, 1 mM SNP-treated *Mof* ^*−/−*^ cells released more cytochrome c from mitochondria into cytosol than that of the *Mof* ^*f/f*^ hepatocytes (Fig. 7*H*). These results suggest that *Mof* deletion probably altered the reciprocal signaling between hepatocytes and macrophages in the liver microenvironment, which leads to a feedforward amplification of the inflammation (BMDM) and cell death (hepatocyte) responses leading to liver injury and steatohepatitis-like features (see Discussion).

## Discussion

Here we find that *Mof* deletion by Mx1-Cre leads to severe liver injury with increasing lipid deposition and fibrosis. Notably, the liver injury and inflammation upon *Mof* deletion bear some similarity with human steatohepatitis at both phenotypical and molecular levels. Manifestation of liver injury in *Mof* null mice is heterogeneous. Majority of mice have accumulation of small lipid droplets in the liver, and a small subset of *Mof* null mice develop apparent fatty liver diseases. Significant heterogeneity of the nonacoholic fatty liver spectrum has also been widely reported in human patients (39, 40). About ∼20% patients have nonacoholic fatty liver or steatohepatitis without obesity or high-fat diet (39). It suggests that a multitude of factors (*e.g.*, diet, genetic and epigenetic factors) may contribute to the disease progression. Comparing with the natural progression of NAFLD/NASH in patients and the widely used high-fat diet mouse model, *Mof* null mice acutely develop steatohepatitis-like liver injuries. It is likely that downregulation of *MOF* is one of the key downstream events in progression of these deadly liver diseases. In this scenario, *MOF* downregulation may modulate the cellular epigenetic landscape to activate a feedback loop that leads to sustained inflammation and eventual liver injury. Indeed, we find significant downregulation of *MOF* in human terminal NASH patients as well as aberrant expression of a common subset of genes in both human NASH and the *Mof* null mouse models. To our knowledge, our study is the first one to demonstrate a causal role of a histone acetyltransferase in liver abnormalities.

A previous study reported that hematopoietic stem cells isolated from Mx1-Cre; *Mof* ^*f/f*^ mice were unable to sustain long-term hematopoiesis after transplantation into the recipient mice (41). In our study, we did not observe any hematopoietic defects in the primary mice for the duration of our study. In contrast to liver injury observed in the Mx1-Cre; *Mof* ^*f/f*^ mouse model, hepatocyte-specific deletion by AAV-TBG-Cre has no overt defects in adult livers. Similarly, myeloid-specific *Mof* deletion by Lyz2-Cre does not affect macrophage or hepatic functions in mice (42). Thus, severe liver injury in the Mx1-Cre is likely due to simultaneous deletion of *Mof* in both hepatocytes and *Kupffer* cells in liver. This is supported by the *in vitro* coculture experiments using hepatocytes and BMDMs. We have revealed a causal role of *Mof* in regulating the reciprocal signaling between BMDM and hepatocytes. *Mof* deletion in both BMDM and hepatocytes triggers an aberrant proinflammatory cascade that is not observed in its deletion in either cell compartment alone. Interestingly, *Mof* deletion in hepatocytes increases cytokine signaling for BMDM activation, as exemplified by increase of TNF-α and toll-like receptor (TLR) signaling (*e.g.*, TNFα, IL-6) (Fig. 7*A*). These signaling pathways have been reported as the major contributors to NASH progression in patients (43). The activated macrophages, in turn, release NO and other cytokines to induce apoptosis as well as proinflammatory responses in the liver as previously reported (44, 45). In the feedback loop, *Mof* deletion in hepatocytes also enhances sensitivity to NO-mediated death signaling (Fig. 7). Thus, our study highlights the necessity of coordinated epigenetic dysregulation in both hepatocytes and *Kupffer* cells during development of the steatohepatitis-like liver injury.

By examining genes that are dysregulated in both *Mof* null mice, we reveal that MOF is important for regulating multiple metabolic pathways, including lipid metabolism and oxidation–reduction process. The metabolic aberration likely leads to oxidative stress in the liver microenvironment, which further disrupts hepatic lipid and cholesterol synthesis, perpetuating a feedback loop that aggravates liver dysfunction (46). The lipotoxic and oxidative stress are able to trigger a cascade of proinflammatory events. Both metabolic dysregulation and inflammation are major contributors to NASH progression in patients (43). Notably, previous studies have shown that hepatocyte-specific deletion of histone deacetylase *Hdac3* and *Sirt1* leads to steatosis (47, 48). These histone deacetylases disrupt lipid and glucose homeostasis and reroute metabolic precursors toward lipid synthesis and lipid sequestration *in vivo* (47, 48). Our finding that *Mof* is also important to regulate lipid homeostasis, through modulating fatty acid oxidation (*e.g.*, Acss2, Acss3) and the cellular redox state, shows that the balance of histone acetylome is probably necessary to maintain metabolic homeostasis in the liver. 

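In the liver libraries, Acss3 (chromosome 10 of mm9 from 106373220 to 106560724), an acyl-CoA synthetase gene, had 1350 ± 440 normalized counts (SD, n = 3) in the Mof f/f livers and 71.0 ± 101 (SD, n = 3) in the libraries labelled Mof−/−. Its log2 fold change was −5.34 (standard error 1.02, adjusted p = 0.0185 from limma with Benjamini-Hochberg adjustment). The libraries labelled Mof−/− had 8.96, 187.5 and 16.6 normalized counts in replicates 1, 2 and 3. Acss3 did not pass without Mof f/f replicate 1, 2 or 3 (adjusted p = 0.0633, 0.0630 and 0.0836) or without replicate 1 of the libraries labelled Mof−/− (adjusted p = 0.0630), while its alternatives reached down to 8.87e-05.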

Breaking the balance by depleting either histone acetyltransferase *Mof* or histone deacetylases will result in disruption of normal liver functions. Finally, it is worth noting that in addition to aggressive liver injury in the Mx1-Cre; *Mof* ^*f/f*^ mice, the gene pathway associated with cancer was also modestly enriched in *Mof* null liver and NASH patients (Fig. S4*A*). Given global downregulation of MOF and H4K16ac in HCC (23, 24), it would be of interest to examine whether MOF plays a role in the progression of NASH to HCC in future.

## Experimental procedures

### Mouse strains and genotyping strategies

Generation of *Mof* ^*f/f*^ and *Mof* ^*f/f*^; ER-Cre alleles were previously described (13). The Mx1-Cre; *Mof* ^*f/f*^ mice were generated by breeding the *Mof* ^*f/f*^ mice to B6.Cg-Tg(Mx1-cre)1Cgn/J mice (Jackson Laboratories, 003556). For *Mof* deletion in the Mx1-Cre model, polyI:C (Amersham) was intraperitoneally injected into mice at 2.5 μg/g concentration every other day for six consecutive doses. To generate hepatocyte-specific *Mof* deletion, 10^9^ pfu of either AAV-TBG-GFP (control) or AAV-TBG-Cre viruses (to ablate hepatic floxed genes) in 100 μl of sterile PBS were injected into tail vein of the 8-week-old *Mof* ^*f/f*^ mice. Gene deletion in the liver of the AAV-TBG-Cre-injected mice was achieved after 2 weeks. Genotyping strategies were previously described (15) and illustrated in Fig. S1*A* and Figure 5*B*. Briefly, mouse tails (5–10 mg) were boiled in 150 μl NaOH (50 mM) for 25 min, followed by addition of 15 μl Tris-HCl (1 M, pH 7.5). Genomic DNA was used as the template for PCR reaction using primers (F: TGCTCGTGGTAGTTGACAGC, R: TGGGCTCCAGGATAAACTTG). The reaction was carried out using cycling parameters: 94 °C for 2 min; 35 cycles of 94 °C for 30 s, 59 °C for 30 s and 72 °C for 30 s; followed by 72 °C for 2 min. Using this method, successful *Mof* deletion can be detected as an 850 kb band on the agarose gel (15). All animal experiments were performed in accordance with guidelines set by the Institutional Animal Care and Use Committee (IACUC) at the University of Michigan and University of Southern California. Animal experimentations were performed in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. In all experiments, equal ratio of male and female mice was used, and *Mof* deletion does not confer sex bias in our study.

### Western blot analysis

Frozen liver tissues were ground in a mortar and pestle and lysed in the RIPA buffer (150 mM NaCl, 50 mmol/l Tris-HCl, pH 7.4, 1 mM EDTA, 1% Triton X-100 (Sigma-Aldrich), 1% sodium deoxycholic acid, 0.1% sodium dodecyl sulfate, 1 mM phenylmethylsulfonyl fluoride, and 1X cOmplete protease inhibitor cocktail (Thermo Fisher)). Primary hepatocytes were lysed in the RIPA buffer directly in the culture dish. Mitochondria were isolated from cells using the Mitochondria Isolation Kit (ThermoFisher, 89874). Protein concentrations were determined by the Bradford assay (BioRad) and analyzed on an Ultraspec 2100 Pro spectrophotometer (Amersham Biosciences) at 595 nm. Five micrograms of total protein was loaded on 4% to 20% Mini-Protean TGX Precast gels (BioRad) and transferred to membranes using the Trans-Blot Cell system (BioRad). The blots were probed with following primary antibodies: anti-α-Tubulin (1:5000; Sigma Aldrich, T9026), anti-β-Actin (1:5000; Sigma, A5441), anti-MOF (1:1000; Bethyl Laboratories, A300), anti-H4 (1:3000; Millipore, 07-329), anti- H4K16ac (1:5000; EMD Millipore, 07-329), anticytochrome C (1:1000; Abcam, ab13575), anticleaved PARP (1:1000; Cell Signaling Technology, 9548), anticleaved caspase-3 (1:1000; Cell Signaling Technology, 9661), anti-iNOS (1:1000; Cell Signaling Technology, 13120), anti-TNF-α (1:2000; Cell Signaling Technology, 3707), anti-CCL2 (1:1000; Cell Signaling Technology, 2029), anti-IL6 (1:1000; Cell Signaling Technology, 12912), anti-TIMP (1:500; sino-biological, 106164-T40), anti-HSP60 (1:3000; Cell Signaling Technology, 12165). The western blot was quantified by ImageJ.

### Hematoxylin and eosin, Masson’s trichrome, and Sirius Red staining

For hematoxylin and eosin (H&E) or Masson’s trichrome staining, livers were immersion-fixed with 10% buffered formalin and embedded in paraffin for sectioning. For the H&E staining, the deparaffinized slides were incubated by hematoxylin for 1 min followed by washing in flowing tap water for 5 min. The slides were then stained with eosin (Sigma HT110232) for 1 min, followed by wash with tap water and differentiation procedure. For the Masson’s trichrome staining, liver paraffin slides were subjected to Masson’s trichrome stain according to the manufacturer’s instructions (Trichrome Stain Masson Kit; Sigma-Aldrich; HT15). For the Sirius Red staining, the mouse liver paraffin slides were baked at 60 °C for 1 h and soaked in xylene and graded ethanol solutions (100%, 95%, 85%, 75%, 60%, 50% till 0%). Slides were then stained with 0.1% Sirius Red (Sigma, 365548) and 0.1% Fast Green (Sigma, F7252) (dissolved in saturated picric acid) overnight. The slides were washed with 10 mM hydrochloric acid for 2 min, rapidly dehydrated through graded alcohols starting at 70% and sealed with cover slips by Permount mounting medium.

### Immunofluorescence and immunohistochemistry

Livers were embedded with Tissue-Tek OCT compound (Sakura Finetek, Torrance, CA) and snap-freezed in liquid nitrogen. Cryostat sections were mounted on salinized slides and fixed with ice-cold acetone. Immunohistochemistry (IHC) for MOF was performed on cryostat sections using anti-MOF antibody from Abcam (ab2000660, 1:100 dilution). For immunofluorescence and Oil Red O staining, cryostat sections were mounted on salinized slides and fixed with ice-cold acetone. Fc receptors were blocked with 1% anti-mouse CD16/32 antibody (Biolegend, 10135) in 2% normal goat serum (NGS) for 30 min at room temperature. Slides were incubated with anti-Keratin 8 antibody (Lifespan Biosciences, LS-B7928), antiacetylated histone H4K16 (Abcam, ab109463), followed by Alexa-labeled secondary antibody (Invitrogen) at 1:200 dilution. Images were obtained using Olympus BX43 microscope and Cell Sens Software.

### Isolation and *in vitro* culture of primary hepatocytes

The liver was briefly perfused with the buffer containing Hank’s buffered saline (HBSS) without Ca^2+^/Mg^2+^, 720 μM EDTA, 0.075% Na_2_HCO_3_), followed by Collagenase II solution (HBSS with Ca^2+^/Mg^2+^, 0.075% Na_2_HCO_3_, 1 mM CaCl_2_, 1 mg/ml Collagenase Type II (Worthington, CLS-2)) at ∼1 ml/min for 5 min. After perfusion, livers were dissected and minced gently using forceps. Hepatocytes were washed with HBSS, filtered through 70 μm nylon cell strainer (Corning), and centrifuged at 50*g* for 3 min. Liver cell mixture was adjusted to 5 to 10 × 10^6^ cells/ml with complete L15 media (L15 pH 7.4, 0.72 mM HEPES, 60 mg/l glucose, and 5% FBS) and mixed with equal volume of Percoll solution (9:1 mixture of Percoll (GE, 17-0891-02) and 10XHBSS). The cell mixture was subject to centrifugation at 50*g* for 10 min at 4 °C. Hepatocytes were gently resuspended and washed with complete L15 media twice before plating on collagen-coated plates at the density of 1.2 × 10^6^/ml for culturing.

### Blood chemistry

For the Mx1-Cre mouse model, the blood was collected from tail vein or by cardiac puncture to the left ventricle of the euthanized mice at day 26 post PolyI:C treatment. For the AAV-TBG-Cre; *Mof* ^*f/f*^ mouse model, the blood was collected from tail vein at day 26 post AAV injection. In all cases, serum was isolated by centrifugation. Analysis of the liver panel (AST, AKT, LDH, Cholesterol, Creatinine, Bilirubin, Triglycerides, ALK phosphatase) was performed at the University of Michigan Unit for Laboratory Animal Medicine (ULAM) Laboratory.

### Flow cytometry

Peripheral blood was collected through tail vein and red blood cells were lysed using ACK lysis buffer (Lonza). Cells were washed with 1X phosphate buffered saline (PBS) and resuspended in buffer containing 1X PBS, 1% fetal bovine serum, and 2 mM EDTA. Terminally differentiated hematopoietic cells were stained with anti-CD3 (Biolegend, 1:200), anti-B220 (Biolegend, 1:200), anti-Gr1 (Biolegend, 1:200), or anti-CD11b (Biolegend, 1:200) antibodies for 1 h and analyzed on the BD LSRII flow cytometer. For apoptosis analysis, cells were collected, washed with PBS, and stained with Annexin-V FITC (BD Biosciences, 556420) and propidium iodide (PI) dye (ThermoFisher, 00-6990-50) for 15 min according to manufacturer's recommendations. After removal of excessive dye, cells were resuspended in 500 μl 1× PBS and analyzed by flow cytometry (BD FACSCanto II, BD Bioscience, USA). Unstained cells were used for the negative gating control. A total of 6000 events were recorded. The percentage of live, early apoptotic, late apoptotic, and necrotic cells were analyzed using the FlowJo software.

### Preparation of the hepatocyte-conditioned medium

For hepatocyte-conditioned medium, primary hepatocytes isolated from the AAV-TBG-Cre; *Mof* ^*f/f*^ mice were plated at the density of 1.2 × 10^6^/ml in L15 media. The medium was collected after 24 h and stored at −80 °C. For heat treatment, the conditioned medium was heated at 100 °C for 5 min. For the L929-conditioned medium, 2 × 10^5^ L929 cells were seeded with 150 ml DMEM supplemented with 100 units/ml penicillin and streptomycin, 1% L-glutamine, and 10% FBS (Life Technologies, 10082). The medium was collected twice with 7-day interval and filtered (0.22 μM) before storage at −80 °C.

### Isolation and activation of bone marrow–derived macrophages (BMDMs)

Primary bone marrow cells were isolated from the femur and tibia of the *Mof* ^*f/f*^; ER-Cre mice and cultured in DMEM supplemented with 20% L929 conditioned medium, 10% heat-inactivated FBS, 100 nM 4-OHT, 100 units/ml penicillin and streptomycin for 4 days to differentiate into bone marrow–derived macrophages (BMDMs). BMDMs were activated by culturing with 50% hepatocyte-conditioned medium for 18 h. For coculture experiment, 1 × 10^5^ BMDMs were seeded to an insert (Corning, CLS3428) with hepatocytes at bottom for 2 days before the experiment.

### Mitochondria staining

Cells were grown on 12-mm coverslips and stained with 250 nM Mitotracker Red CMXRos (M7512, Molecular Probes) for 30 min at 37 °C. The coverslips were washed twice with 1xPBS and three times with the growth medium. The cells were fixed with 4% formaldehyde for 15 min at room temperature (RT), permeabilized with 0.25% Triton X-100 for 30 min at 4 °C, and stained with DAPI for 15 min at room temperature before microscopy.

### RNA isolation, real-time quantitative PCR, and RNA-seq analysis

Total RNA was isolated from liver tissues, primary hepatocytes, or BMDMs using TRIzol (Invitrogen). A total 5 μg of RNA was reverse transcribed using SuperScript III Reverse Transcriptase (Invitrogen). Real-time quantitative PCR (RT-qPCR) was performed using Radiant Green 2x qPCR Mix Lo-ROX (Stellar Scientific) on a BioRad C1000 Touch ThermoCycler. Primers were listed in Table S4. All the statistical analysis for RT-qPCR was performed using GraphPad Prism 8 software. For RNA-seq analysis, triplicates of RNA were isolated, treated with DNase I. RNA integrity analysis was performed using an Agilent Bioanlyzer. Only RNA with RNA integrity numbers (RINs) of 8 or above was used to prepare libraries. The samples were sequenced on the Illumina HiSeq2000 platform. TopHat2 was used to map reads to mouse reference genome assembly mm9. Mapped reads were then analyzed by DESeq to identify differentially expressed genes. Gene expression was considered significantly different if 1) the adjusted *p* value was less than 0.05 and 2) log2 (fold change) was greater than 1 or less than −1. Volcano plots were generated using R software (http://www.r-project.org/). Clusters were identified using ClusterONE28 and analyzed for Gene Ontology (GO) terms using BinGO29. Unsupervised GO analysis was performed using all differentially expressed genes as input for DAVID (https://david.ncifcrf.gov) and visualized using GOPlot30 in R with false discovery rate (FDR) ≤ 0.05. KEGG pathway analysis was performed using up- or downregulated gene sets in DAVID. Only pathways with adjusted *p* value ≤0.05 were considered significant.

## Data availability

RNA-seq data for *Mof* ^*f/f*^ and *Mof* ^*−/−*^ liver tissues are deposited into NCBI’s Gene Expression Omnibus (GEO) with accession number GSE106369. RNA-seq data for primary human NASH patient samples are downloaded from data set GSE134422 (49) and GSE126848 (50).

## Conflict of interests

The authors declare no competing interests.

# Supplementary material for: Dysregulation of intercellular signaling by MOF deletion leads to liver injury
**Source:** J Biol Chem. 2021 Jan 7;296:100235. doi: 10.1074/jbc.RA120.016079
**Supplement:** Supplementary Figures and Tables

# SUPPLEMENTAL FIGURES

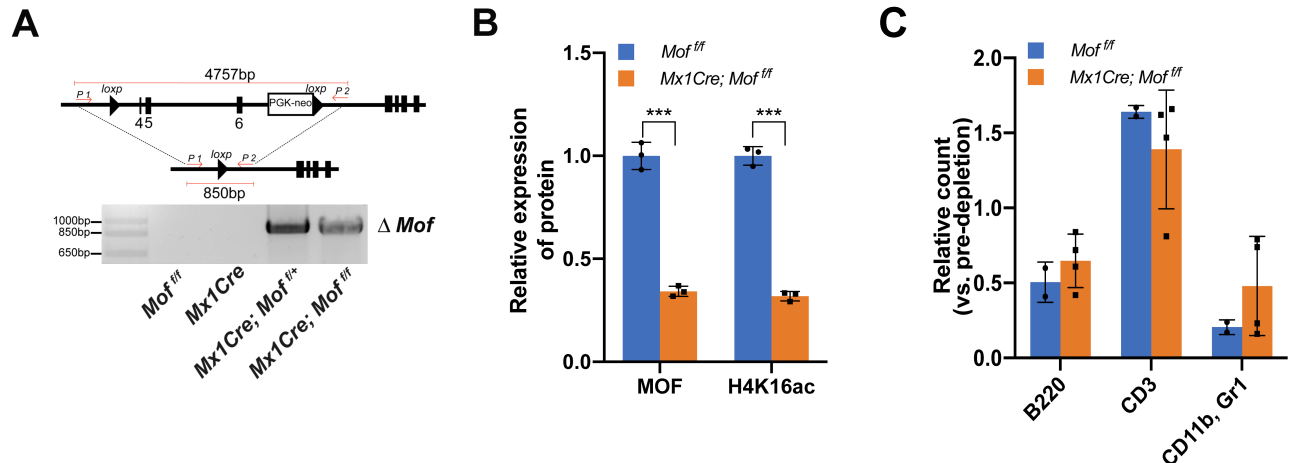

**Supplemental Figure 1: Validation of *Mof* deletion in the *Mx1-Cre* mouse model and the effect on hematopoietic cells.** (A) Top, genotyping strategy as previously described (1). *Mof* deletion is detected by PCR, which give rise to the 850bp product. Bottom, the agarose gel showing the DNA fragment indicative of *Mof* deletion in livers of the *Mof*<sup>f/f</sup>, *Mx1Cre; Mof*<sup>+/+</sup>, *Mx1Cre; Mof*<sup>f/+</sup> and *Mx1Cre; Mof*<sup>f/f</sup> mice after poly I:C treatment. (B) Quantification of western blot shown Figure 1B by ImageJ. (\*\*\*, p<0.001, two way ANOVA test). (C) Scatter plot for relative counts for B, T, and myeloid cells in peripheral blood from *Mof*<sup>f/f</sup> and *Mx1Cre; Mof*<sup>f/f</sup> mice at day 60 post poly I:C treatment. The fold change was presented after normalization against cell counts in individual animals prior to poly I:C treatment, which were arbitrarily set as 1.

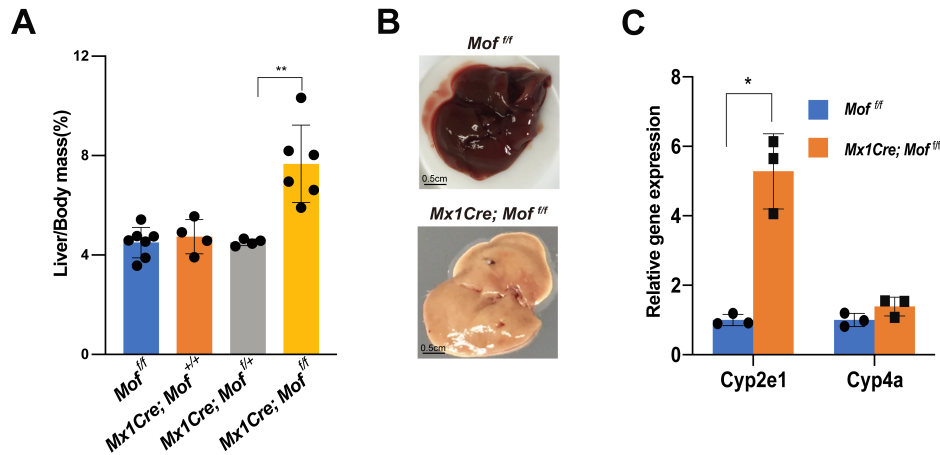

**Supplemental Figure 2: *Mof* deletion by *Mx1Cre* leads to acute liver injury.** (A) Comparison of liver to body mass ratios for *Mof<sup>f/f</sup>*, *Mx1Cre; Mof<sup>+/+</sup>*, *Mx1Cre; Mof<sup>f/+</sup>* and *Mx1Cre; Mof<sup>f/f</sup>* mice post poly I:C treatment. Y-axis, % of liver relative to body weight. (\*\*,  $p < 0.002$ , unpaired t test). (B) Images of whole livers isolated from poly I:C treated *Mof<sup>f/f</sup>* and *Mx1Cre; Mof<sup>f/f</sup>* mice at day 30. Livers from two *Mx1Cre; Mof<sup>f/f</sup>* mice showed significant whitening due to lipid deposition, scale bar 0.5 cm. (C) Relative gene expression of Cyp2e1 and Cyp4a, two indicators of lipotoxicity, in poly I:C treated *Mof<sup>f/f</sup>* and *Mx1Cre; Mof<sup>f/f</sup>* mice. Average fold change from three independent experiments in *Mx1Cre; Mof<sup>f/f</sup>* liver was presented after normalization against respective expression in the poly I:C treated *Mof<sup>f/f</sup>* liver, which was arbitrarily set as 1. Error bars represent standard deviation from three independent experiments. (\*,  $p < 0.033$ , two-way ANOVA).

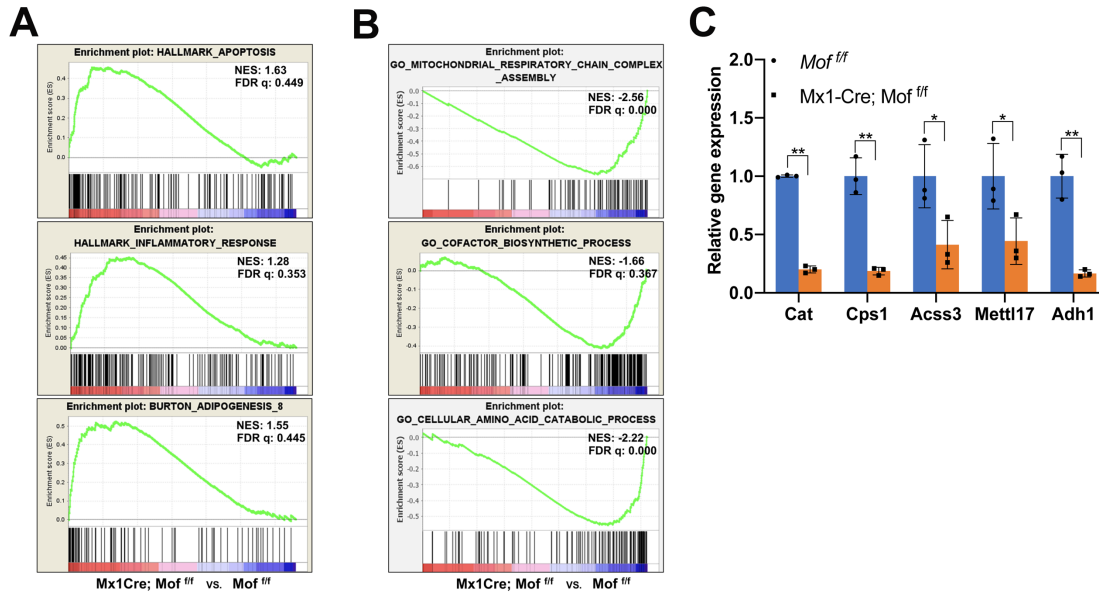

**Supplemental Figure 3: Gene expression analysis for livers isolated from poly I:C treated *Mof*<sup>f/f</sup> and *Mx1-Cre; Mof*<sup>f/f</sup> cells.** (A) GESA analysis for genes up regulated after *Mof* deletion in the *Mx1-Cre; Mof*<sup>f/f</sup> liver. Pathways such as apoptosis, inflammatory and fibroblast were significantly enriched upon *Mof* deletion. (B) GESA analysis for genes down regulated after *Mof* deletion in the *Mx1-Cre; Mof*<sup>f/f</sup> liver. Pathways, such as respiratory chain, fatty acid and amino acid, were significantly enriched upon *Mof* deletion. (C) Validation of the RNA-seq results. Selected genes in the fatty acid oxidation pathways were tested by real-time PCR. The fold change in gene expression in the *Mx1-Cre; Mof*<sup>f/f</sup> liver was presented after normalization against their respective expression in poly I:C treated *Mof*<sup>f/f</sup> liver, which was arbitrarily set as 1. Average fold change from three independent experiments were presented. Error bars represent standard deviation. (\*, p<0.05, \*\*, p<0.01, two-way ANOVA test).

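In the libraries labelled Mof−/−, 4 genes drawn beside Acss3 in Fig. S3C were lower than in the Mof f/f libraries, with no overlap between the groups. Mettl17 (chromosome 14 of mm9 from 52504517 to 52512714) overlaps exons of Slc39a2 and fell from 514 ± 36.3 to 174.0 ± 68.4 normalized counts (SD, n = 3 each), a log2 fold change of −1.62 (standard error 0.32, adjusted p = 0.0197 from limma with Benjamini-Hochberg adjustment). It missed with any Mof f/f library or replicate 1 of the libraries labelled Mof−/− left out, and its alternatives ran from 0.00027 to 0.0863. Cat (chromosome 2 from 103294006 to 103325317), Cps1 (chromosome 1 from 67169600 to 67277833) and Adh1 (chromosome 3 from 137923955 to 137953662) had log2 fold changes of −1.93, −2.04 and −2.70 and standard errors of 0.73, 0.61 and 0.85. Their adjusted p of 0.108, 0.0605 and 0.0675 did not pass the threshold. The log2 fold change of Cat was −1.18 without replicate 3 and −2.70 without replicate 2 of the libraries labelled Mof−/−, and those of Cps1 and Adh1 were −1.57 and −2.09 without that replicate 3. Without replicate 2 of the libraries labelled Mof−/−, the adjusted p of Cat, Cps1 and Adh1 were 0.00758, 0.00547 and 0.000604. Over all alternatives they ran up to 0.259 for Cat, 0.207 for Cps1 and 0.216 for Adh1.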

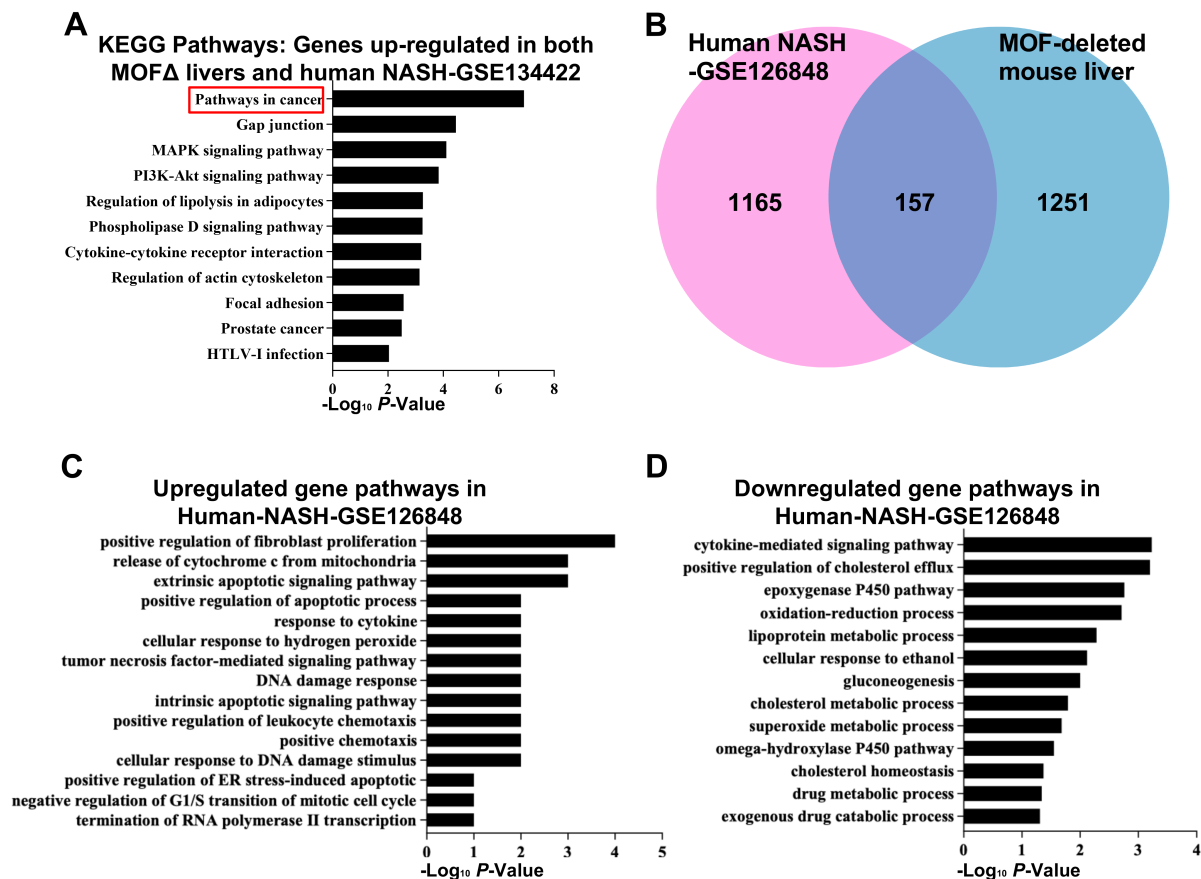

**Supplemental Figure 4: Correlation of differential gene expression in human NASH patients and *Mof* KO mice.** (A) KEGG pathway analysis for up-regulated genes in both *Mof* KO mouse livers and human NASH patients (GSE134422). Pathways in cancer is one of the top enriched KEGG pathways. (B) Venn diagram for differentially expressed genes in livers of *Mof* null mice (vs. *Mof* WT) and human NASH patients (vs. normal human subjects) (GSE126848). (C, D) Up (C) or down (D) regulated biological processes for differentially expressed genes in human NASH patients vs. normal human subjects.

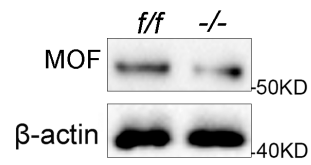

**Supplemental Figure 5:** Immunoblots for MOF after 4-OHT-mediated deletion in BMDM derived from ER-Cre; *Mof*<sup>f/f</sup> mice. Antibodies were labeled on right.

## Supplemental Tables 1 to 4

**Supplemental Table 1:** RNA-seq analysis for mouse livers before and after *Mof* deletion.

**Supplemental Table 2:** Go-term biological processes analysis for human NASH dataset GSE134422 and its overlap with *Mof* null mouse liver.

**Supplemental Table 3:** Go-term biological processes analysis for human NASH dataset GSE126848.

**Supplemental Table 4:** Primer sequences used in this study.

| Gene (protein) for qPCR       | Forward primer (5' -> 3') | Reverse primer (5' -> 3') |
|-------------------------------|---------------------------|---------------------------|
| <b>Mof</b>                    | GCGATCACCAAAGTGAAGTATGTA  | GGTAGCTCTTCTCGAACTTCATGT  |
| <b>CCL2</b>                   | ACTGAAGCCAGCTCTCTCTTCCTC  | TTCTTCTTGGGGTCAGCACAGAC   |
| <b>IL6</b>                    | AGCCAGAGTCCTTCAGA         | GGTCCTTAGCCACTCCT         |
| <b>TNF<math>\alpha</math></b> | CATCTTCTCAAAATTCGAGTGACAA | TGGGAGTAGACAAGGTACAACCC   |
| <b>iNOS</b>                   | CAGGGCCACCTCTACATTTG      | TGCCCCATAGGAAAAGACTG      |
| <b>TIMP</b>                   | GCTAAATTCATGGGTTCCCCAG    | GAGAAAGCTCTTTGCTGAGCAG    |
| <b>CYP4A</b>                  | TTTAGCCCTACAAGGTACTTGGA   | GCAGCCACTGCCTTCGTAA       |
| <b>CYP2E1</b>                 | CGTTGCCTTGCTTGTCTGGA      | AAGAAAGGAATTGGGAAAGGTCC   |
| <b>GAPDH</b>                  | CGACCACTTTGTCAAGCTCA      | AGGGGTCTACATGGCAACTG      |
|                               |                           |                           |
| Gene (protein) for genotyping | Forward primer (5' -> 3') | Reverse primer (5' -> 3') |
| <b>Mof</b>                    | TGCTCGTGGTAGTTGACAGC      | TGGGCTCCAGGATAAACTTG      |

## Reference:

1. Li, X., Corsa, C. A. S., Pan, P. W., Wu, L., Ferguson, D., Yu, X., Min, J., and Dou, Y. (2010) MOF and H4 K16 acetylation play important roles in DNA damage repair by modulating recruitment of DNA damage repair protein Mdc1. *Molecular and cellular biology* 30, 5335-5347

How the deposited data were processed for this re-analysis (not part of the article)

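Liver RNA of 3 polyI:C-treated Mof f/f mice and 3 polyI:C-treated Mx1-Cre; Mof f/f mice was sequenced by the authors, and the group of each library was taken from the sample labels and the paper. By the paper's methods, the authors isolated RNA with TRIzol, treated it with DNase I, mapped the reads to mm9 with TopHat2 and tested them with DESeq. The counting tool, the annotation and the use of strand are not named in the paper's text, so genes that overlap on either strand are reported as uncertain. The authors deposited 1 table of signal per gene and library, which holds read counts divided by 1 size factor per library, and 1 table of their differentially expressed genes. The deposited table of genes gives the authors' group means, the ratio of the group means (fold), its log2 value and p-values, and was used only for its list of genes and the signs of their log2 values. There were no columns of other samples.

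The tables of counts hold 24391 genes, of which 18963 had reads in at least 1 library. They end in 5 entries that name no gene and that stayed out of all totals and tests. Of all reads, those on no gene made up 3.73%, 5.19% and 5.62% in the Mof f/f libraries and 5.81%, 6.17% and 4.93% in the libraries labelled Mof−/−, in the order of the replicates. Reads aligned at several places made up 56.8%, 32.6% and 32.1% and then 28.4%, 27.1% and 27.8%. Ambiguous reads made up between 0.488% and 0.931% per library. Gene names that a spreadsheet had turned into dates (27) were left as they are and not named.

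Each value was a whole multiple of the value of 1 read in its library, which was 1.15, 0.756 and 0.874 in the Mof f/f libraries and 0.995, 1.38 and 0.922 in the libraries labelled Mof−/−. All values (100%) lay within 0.01 of a whole read, with a largest departure of 0.000504. The whole reads were recovered in this way, and count tests on them were used as alternatives. Between 40972985 and 60297577 reads per library were counted on genes. A count of 0 allows up to 3 reads, or between 2.27 and 4.14 normalized counts, and this limit covers counting error only.

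The main test was limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) on log2(normalized count + 1), for the 15222 genes with a mean of at least 5 over the 6 libraries. All 6 libraries entered 1 fit without a block. Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1 or below −1 were required, as in the paper's methods. Gene lists were compiled by hand for 34 pathways, cell types and possible confounders. Pathways that the paper names for these libraries, such as the inflammatory response, cholesterol synthesis and the cilium, gave several lists their theme. Lists with at least 5 genes tested were examined with camera at a preset inter-gene correlation of 0.01 and with fry, each with Benjamini-Hochberg adjustment over the lists. A fold against a group with at most 3 reads in every library was computed against that limit and is given as a lower bound. Transcript positions, lengths and GC content came from an annotation of mm9, which has a length and GC content for 93.7% of the genes tested.

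The genes named in the text are those the paper names for mouse liver, the genes of Fig. S2C and Fig. S3C, the 5 largest increases and the 5 largest decreases among genes past both thresholds with a mean of at least 50 and no overlap between the groups, the genes of Fig. 3D and Fig. 4F that missed a threshold, and members of reported lists for sex, the clock, hepatocytes, liver zones, Kupffer cells and neutrophils. Prss8, Bckdk and Prss36, the neighbours of Kat8, were named in addition and chosen after their values were seen. Lyz2 was named for the test of monocytes. The result of 1 gene under this rule is not reported here. This rule, the tests, the thresholds, the lists and the alternatives were set before the data were examined, apart from the additions said to be chosen after seeing the data.

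The alternatives were pseudocounts of 0.1 and 5, no filter, a minimum mean of 50, rescaling to equal totals, upper-quartile and quantile normalization, eBayes without the trend, library weights, the replicate number as a block, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads, unadjusted p, the log2 ratio of group means, and leaving out each of the 6 libraries in turn. A correction for GC content and transcript length (mgcv 1.9.3, basis size 8), with and without the block, was added after seeing the data. The replicate numbers were checked for pairing. Libraries with the same number deviated together from their group means in 3 of 3 pairs, with correlations between 0.196 and 0.336 against a minimum of 0.1, and replicate 1 of both groups had high counts of the Y-linked gene Ddx3y (4696 and 3830 normalized counts, against at most 6.45 in the other libraries). These values go with paired libraries, which the main fit leaves out and the fit with the block takes up. With the block, the fry FDR was 0.203 for the inflammatory response, 0.125 for cholesterol synthesis and 0.0454 for fibrosis. The 6 libraries can be divided into 3 and 3 in 10 ways, and the results were compared over these.

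The tests were run on simulated counts drawn from these libraries' means and sizes. Of 195 changed genes among 14982 tested, limma recovered 57.9% and called 5 unchanged genes, edgeR recovered 58.5% and called 4, and DESeq2 recovered 83.1% and called 60. Genes with the largest simulated change were recovered in 84.8%, 85.9% and 90.9% of cases. At a lower spread between libraries, limma recovered 98.0% of 196 changed genes among 15113. Over 31 simulated lists, camera gave the shifted list an FDR of 2.58e-16 and fry 0.0108, and neither called any of the others. Each gene was drawn independently, so this does not show how camera behaves where genes vary together. In the real libraries, camera called between 10 and 24 lists in the other divisions into 3 and 3. The simulated share of changed genes was also far below that called here (2311 of 15222).

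The human libraries of the comparison with NASH, the cell cultures and the real-time PCR were not analysed here. The GO enrichments of Table S1 were not recomputed, and their gene names were matched by symbol.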

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

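Each test of an explanation in this part was chosen only after the results were seen. The main tests, the lists and the rescalings it draws on were set before the data were examined. Each direction rests on the labels of the libraries, which Kat8 goes against.

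Kat8, the gene that the design deletes, is not discussed for these libraries in the paper. Its log2 fold change was 0.59 (adjusted p = 0.117 from limma with Benjamini-Hochberg adjustment), with a higher count in all 3 libraries labelled Mof−/− than in any Mof f/f library. It is not in the authors' deposited table. The tables argue against the authors' scaling as the source, since the log2 fold change was at least 0.47 under the 3 rescalings. They also argue against reads of the overlapping gene Prss8, whose log2 fold change was −0.30, with 149.7, 119.5 and 476.6 normalized counts in the Mof f/f libraries and 115.4, 574.9 and 68.2 in the libraries labelled Mof−/−. This fold change of Prss8 depended on single libraries, at −1.19 without replicate 2 and 0.33 without replicate 3 of the libraries labelled Mof−/−. In replicates 1 and 3 of these libraries, however, Prss8 had fewer counts than in any Mof f/f library while Kat8 had more. The neighbour Bckdk had a log2 fold change of 0.47, which was 0.11 without replicate 3 of the libraries labelled Mof−/−, and Prss36 one of −1.23 (adjusted p = 0.0332). All 3 neighbours were chosen after seeing their values. Kat8 by itself cannot tell an exchange of the groups' labels from the labels as given. The paper reports liver injury in its Mof−/− mice, while its treated Mof f/f mice stayed normal. Relative to the Mof f/f mean, inflammatory response genes had medians of 3.34, 0.61 and 3.96 in the libraries labelled Mof−/−. The Mof f/f libraries had −0.33, 0.34 and −0.07. This argues against an exchange, if these livers were injured as the paper reports. Cyp2e1 and most Cyp4a genes go the other way, lower here but increased in the paper's PCR. All 5 genes of Fig. S3C were lower in the libraries labelled Mof−/−, as in the paper's PCR, but that PCR may have used RNA under the same labels. A transcript of the deleted allele that is still counted stays open. The ratio of the group means was 1.51, and a total per gene does not show which exons the reads come from. A real rise of Kat8 in cells that kept the gene was not tested.

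Genes for cytosolic ribosomal proteins were higher in the libraries labelled Mof−/− for 70 of 70 genes, 63 of them past both thresholds, and the paper's text does not discuss them. Their median log2 fold change was 1.31 (quartiles 1.14 and 1.43; camera FDR = 3.51e-29, fry FDR = 0.00188, Benjamini-Hochberg over the lists). The medians relative to the Mof f/f libraries were 1.39, 1.15 and 1.34 in the 3 libraries labelled Mof−/−. With each library left out in turn, the median stayed between 1.23 and 1.39. Ribosome biogenesis genes were higher for 30 of 32, with a median of 0.96 (camera FDR = 1.33e-07, fry FDR = 0.0782). Table S1 holds the term translation with 25 upregulated genes and the paper's Benjamini value of 0.13. The authors' scaling is argued against by a median of at least 1.19 under the 3 rescalings. A trend in GC content and transcript length, known for 69 of the 70 genes, is argued against by a median of 1.12 after the correction with the replicate block (camera FDR = 2.68e-20; fry FDR = 0.0303, the highest over the settings with all 6 libraries, which reach down to 0.000137). A few genes taking most of the reads are argued against as well. The 10 most abundant genes held 16.0%, 19.3% and 20.0% of the reads in the Mof f/f libraries and 18.8%, 23.4% and 18.1% in the libraries labelled Mof−/−. Reads shared with near-identical copies, of which ribosomal protein genes have many, cannot be told apart. Reads at several places made up 56.8%, 32.6% and 32.1% in the Mof f/f libraries. They made up 28.4%, 27.1% and 27.8% in the libraries labelled Mof−/−, without overlap between the groups. Without Mof f/f replicate 1, the library with most such reads, the median was 1.35, but leaving out 1 library does not remove this difference. A response of the liver to the deletion or to its injury is a hypothesis that stays open and untested.

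Integrated stress response genes were higher for 33 of 34 genes, with a median log2 fold change of 1.97 (camera FDR = 2.83e-10, fry FDR = 0.00307). Immediate early genes were higher for 21 of 22, with a median of 2.63 (camera FDR = 7.37e-09, fry FDR = 0.00466), and p53 targets for 28 of 30, with a median of 1.87 (camera FDR = 1.33e-07, fry FDR = 0.0334). Another list also holds 3 of the 34, 2 of the 22 and 8 of the 30 genes, and Fig. 3D or 4F draws 0, 3 and 4 of them. Table S1 names terms for apoptosis under endoplasmic reticulum stress, while the paper's text does not discuss these lists. Genes for chaperones of the unfolded protein response were higher for 16 of 20, with a median of 0.26 (camera FDR = 0.285), which was −0.30 without replicate 3, 0.41 without replicate 1 and 0.74 (camera FDR = 0.0376) without replicate 2 of the libraries labelled Mof−/−. Without Mof f/f replicate 2 it was 0.08, with the highest FDR over the settings (0.769). The authors' scaling is argued against by medians of at least 1.76 for all 3 stress lists under the 3 rescalings. A trend in GC content and length is argued against by medians of at least 1.81 after the correction with the replicate block. In that fit all 3 lists passed with camera, while fry gave 0.0550 for the integrated stress response and 0.0581 for the immediate early genes and p53 targets. The p53 targets also missed with fry on edgeR's values (0.0640) and without Mof f/f replicate 1, 2 or 3 (0.0946, 0.122 and 0.122). Their other settings reach down to 0.00619. Handling of the livers before RNA was isolated cannot be told apart, since immediate early genes, with their median of 2.63, may rise with handling as well as with injury. Injury of the liver is the other open explanation and was not tested.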

How the results depend on the processing

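The correction for GC content and length, alone and with the replicate block, was chosen after seeing the data, and no test of a cause was chosen for this part.

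Between 2039 and 4516 genes passed both thresholds over the settings that kept all 6 libraries, against 2311 as reported, and 3790 did so at an unadjusted p of at most 0.05 (1894 higher, 1896 lower in the libraries labelled Mof−/−). With limma's array weights the numbers were 4516 genes, 2227 higher and 2289 lower, and DESeq2 gave 1843 higher genes. The cause was not tested. The fits that each left out 1 library gave from 240 to 3898 genes, from 167 to 1969 higher and from 73 to 1929 lower, from 20 to 47 genes of Fig. 3D, and from 54 to 166 higher and from 9 to 81 lower genes of the overlap in Table S2. The lowest numbers came without Mof f/f replicate 3 and the highest without replicate 2 of the libraries labelled Mof−/−. Each of these fits has fewer libraries. Of the 240 genes, 239 were among the 2311, and 2219 of the 3898 were.

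Rescaling to equal totals moved the median log2 fold change of all genes by −0.111, and 892 genes were higher and 1293 lower relative to it (40.8% higher, against 51.4%). With upper-quartile scaling 47.2% were higher and with quantile normalization 49.6%. edgeR's quasi-likelihood test on the recovered reads called 1126 higher and 995 lower genes, of which 2022 were among the 2311. DESeq2 gave no adjusted p for 189 genes.

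With the replicate number as a block, 2060 genes passed (1081 higher, 979 lower), 1859 of them among the 2311. The block changed the call of Tnf (adjusted p = 0.0637), Cyp2b9, Cyp2c37, Cyp2f2, Id3 and Sardh, the camera call of the Kupffer cell (FDR = 0.0664), lymphocyte (FDR = 0.0439) and sex (FDR = 0.0103) lists and the fry call of the fibrosis list. It changed no other call among the genes and lists named, and moved no count by more than 1.5 times. The block with the GC and length correction gave 2094 genes, and the correction alone 2312.

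The direction of several lists with a median near 0 reversed. The neutrophil list had a median of 0.12 with no filter, and the infiltrating monocyte list one of 0.37 with a minimum mean of 50, 0.0328 with edgeR, 0.0937 with DESeq2 and 0.0219 with the GC and length correction, with or without the replicate block. The clock output list had a median of −0.0350 with equal totals, −0.0773 with quantile normalization and −0.0404 with array weights. The endothelial list had one of −0.0031 with quantile normalization and −0.0608 with the GC and length correction, with or without the replicate block. The gene Cyp4a12b had a log2 fold change of 0.0157 with array weights. With 1 library left out, the ranges were −2.66 to 2.14 for Cyp4a12b, −0.54 to 0.42 for clock output, −0.58 to 0.26 for erythroid, −0.28 to 0.21 for infiltrating monocyte, −1.02 to 0.036 for lymphocyte, −0.0232 to 0.21 for endothelial, −0.67 to 0.19 for neutrophil and −0.30 to 0.74 for the unfolded protein response chaperones. The cause of these reversals was not tested.

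Over all settings, 679 values of gene lists and 649 values of single genes were compared with those reported. The gene lists kept their direction and call in 611, with 37 weaker, 8 stronger and 23 reversed. The single genes did so in 573, with 46 weaker, 24 stronger, 3 reversed, and 3 that moved by more than the spread. The number of lists past camera's FDR was 18 to 22 with 1 library left out and 19 to 23 in the other settings. The erythroid list had too few genes at a minimum mean of 50 and was not run there, and Il6 had a mean under 50 and was not tested there. Kat8 kept its direction in all settings, between 0.47 and 0.67, and passed the thresholds in none. At these depths a gene with a mean under 5 normalized counts was not tested, which limits the lower end of the range.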

Differences from the paper's values

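No test of a cause was chosen for this part. A count is taken to differ where one value is more than 1.5 times the other, and a log2 fold change where the values lie further apart than the standard error. A list of 1408 differentially expressed genes is the paper's value, against 2311 here. Of 19 alternatives set before the data were examined, eBayes without the trend, the replicate block and leaving out replicate 3 of the libraries labelled Mof−/− came within 1.5 times of the paper's number, and the others did not. The replicate block with the GC and length correction (2094 genes), chosen after seeing the values, did so as well. The paper gives 664 upregulated genes, against 1188. Rescaling to equal totals and leaving out Mof f/f replicate 2 or replicate 3 of the libraries labelled Mof−/− came within 1.5 times, and the other alternatives set before the data were examined did not. The paper gives 744 downregulated genes, against 1123. A pseudocount of 0.1, no filter, a minimum mean of 50, no trend, the replicate block, edgeR and leaving out replicate 3 of the libraries labelled Mof−/− came within 1.5 times, and the other 12 did not. The replicate block with the GC and length correction (1001), chosen after seeing the values, did so too.

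Of 24 log2 fold changes of single genes compared with the paper's, 9 differed, 7 of them from Table S1. The paper's value in Table S1 is 6.14 for Cxcl5, against 4.69, and −4.25 for Acss3, against −5.34. It is 9.49 for Fgf23, 8.26 for Mmp24 and 8.44 for Reg3b, against 7.51, 7.32 and 7.32. Fgf23 and Mmp24 had at most 3 reads in each Mof f/f library, so their values here depend on the pseudocount. They were 9.98 and 8.92 at a pseudocount of 0.1, and 5.49 and 5.62 at one of 5. Only the lower bounds of 80.1-fold and 90.3-fold hold, which the paper's values do not go against. Counting Fgf23 and Mmp24 among the 9 so decides nothing. Table S1 gives the paper's −5.16 for Serpina6 and −3.44 for Car3, against −6.52 and −6.20. The log2 ratio of group means equalled the paper's value, to the digits printed, for all 7 genes. These differences so lie in the measure, a log2 ratio of group means against a difference between group means of log2 values. Both edgeR and DESeq2 came within the standard error of the paper's value for all 7 genes. A pseudocount of 0.1 did so for Cxcl5, Fgf23 and Reg3b, a pseudocount of 5 for Acss3, and array weights for Cxcl5 and Reg3b. Leaving out Mof f/f replicate 1 did so for Mmp24, Mof f/f replicate 2 for Cxcl5, Reg3b and Serpina6, and Mof f/f replicate 3 for Acss3. Of the libraries labelled Mof−/−, leaving out replicate 1 did so for Acss3, Serpina6 and Car3, replicate 2 for Cxcl5, Mmp24 and Reg3b, and replicate 3 for Acss3 and Serpina6. No other alternative set before the data were examined did. The GC and length correction, alone or with the replicate block and chosen after seeing the values, did so for Cxcl5 (5.16) and Acss3 (−5.13).

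Real-time PCR of Cyp2e1 gives the paper's log2 fold change of about 2.4 in Fig. S2C, read by eye, against −1.71 in the sequenced libraries. For Acss3 it gives about −1.3 in Fig. S3C, read by eye, against −5.34. None of the 19 alternatives set before the data were examined closed either gap.

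The paper presents Cyp4a as increased in Fig. S2C. Of 6 Cyp4a genes, Cyp4a10, Cyp4a12a, Cyp4a12b, Cyp4a14 and Cyp4a32 had log2 fold changes of −1.48, −3.82, −0.91, −2.34 and −1.11 and Cyp4a31 one of 0.59, with adjusted p between 0.115 and 0.823 from limma with Benjamini-Hochberg adjustment. Cyp4a12b was higher with array weights and without Mof f/f replicate 1 or replicate 3 of the libraries labelled Mof−/− (2.14 and 0.14). Cyp4a10 and Cyp4a14, both lower, passed with array weights (adjusted p = 0.0297 and 0.0101) and without replicate 2 of the libraries labelled Mof−/− (0.0110 and 0.00302), their lowest values over settings that run up to 0.696 and 0.665, and no setting called the other 4. The values of the others depended on single libraries as well. Without replicate 2 of the libraries labelled Mof−/−, Cyp4a10 was at −2.61, Cyp4a14 at −3.88 and Cyp4a31 at 0.13, and without replicate 3 Cyp4a10 was at −0.50, Cyp4a14 at −1.24, Cyp4a31 at 1.05 and Cyp4a32 at −0.40. Without Mof f/f replicate 1, Cyp4a12a was at −2.12, Cyp4a31 at 0.36 and Cyp4a32 at −0.50, and without Mof f/f replicate 3 Cyp4a32 was at −1.69. The log2 ratio of group means was −0.55 for Cyp4a10, −5.14 for Cyp4a12a, −4.80 for Cyp4a12b, −0.80 for Cyp4a14, 0.72 for Cyp4a31 and −1.14 for Cyp4a32, and edgeR and DESeq2 gave −4.83 and −4.80 for Cyp4a12b. Reads could be split between related genes of this family, so their values are uncertain. Cyp4a12a and Cyp4a12b had 15442 and 6684 normalized counts in Mof f/f replicate 1, the Mof f/f library with high Y-linked counts. In the other Mof f/f libraries they had at most 459 and 14.9. Their fold changes so depend on that library, and 1 such library per group cannot tell sex from a difference between mice. The paper describes its downregulated pathways as nearly all metabolic, while 9 of the 19 terms with its Benjamini value under 0.05 in Table S1 concern the cilium, smoothened signaling, cell projections, left/right symmetry or antigen presentation. The paper reports enrichment of apoptosis among upregulated genes by GSEA. The apoptosis regulators compiled by hand, which are not the GSEA set, had a median of 0.42 and a camera FDR of 0.117, and passed only without replicate 2 of the libraries labelled Mof−/− (FDR = 0.0458).

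Several genes that Fig. 3D, Fig. 4F or Fig. S3C draw as changed missed the adjusted p of 0.05 here, and all of them passed with array weights and without replicate 2 of the libraries labelled Mof−/−. Cxcl5 also passed with edgeR and DESeq2, Cyp2b9 with equal totals and the replicate block, Cyp2c37 with the replicate block, and Cyp2c50 with no other setting. Cyp2f2 passed with a minimum mean of 50, equal totals, quantile normalization, the replicate block and DESeq2. In Fig. 4F, Cxcl1 (adjusted p = 0.0582) passed with edgeR and DESeq2, Id3 (0.0556) with upper-quartile scaling, the replicate block and DESeq2, Cyp1a2 (0.0884) with DESeq2 and without replicate 3 of the libraries labelled Mof−/−, Iyd (0.0749) with equal totals, and Sardh (0.0761) with the replicate block. In Fig. S3C, Cat and Adh1 passed with no other setting and Cps1 with a minimum mean of 50, equal totals, quantile normalization and DESeq2. Of the settings chosen after seeing the values, the GC and length correction passed Cxcl5 and Cyp2f2, and with the replicate block it passed Cyp2b9, Cyp2f2, Id3 and Sardh. In Fig. 3D the first of the Mx1-Cre columns is nearest to the controls, while by the labels used here the library nearest to the controls is replicate 2. The paper's design deletes Mof in the Mx1-Cre; Mof f/f livers, while Kat8 had a log2 fold change of 0.59 in the libraries with that label.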

Other observations

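Some tests of an explanation in this part were chosen in advance. They concern the number of differentially expressed genes over other divisions of the livers and the share of upregulated genes under rescaling. They also concern hepatocytes, neutrophils, the sexes, the time of day and liver zones. All other tests of an explanation in this part, and the GC and length correction, were chosen only after the result was seen. The main tests, the lists and the other alternatives were set before the data were examined. Each direction rests on the labels of the libraries.

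Of the 10 divisions of the 6 livers into 3 and 3, 1 (the division by label) gave 2311 or more differentially expressed genes. The same holds, with 1 of 10 each, for the numbers of higher and of lower genes, of Fig. 3D genes and of higher and lower genes of the overlap in Table S2. The genes of Fig. 3D and Table S2 were chosen by the paper for their difference in the division by label, so that their counts are no evidence on it. The other 9 divisions gave 0 genes past both thresholds and between 41 and 962 genes at an unadjusted p of at most 0.05, against 5383. Of these 9, 3 part all 3 replicate pairs as the division by label does, with 108, 601 and 41 genes at that p, and the other 6 part 1 pair. With 10 divisions the share is never under 0.1, so that this share by itself decides nothing. The number of lists past camera's FDR was 22 or more in 3 of the 10 divisions, so that this number does not set the labelled groups apart, while 7 lists passed with fry in the division by label and 0 in the others. The share of upregulated calls depends on the authors' scaling, since it was 40.8% after rescaling to equal totals. The total number does not, at 2185 or more under the 3 rescalings.

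A lower share of hepatocytes in the libraries labelled Mof−/− was tested as an explanation of the downregulated genes. Of 20 hepatocyte genes, which the liver as a whole expresses and of which other lists hold 4, 8 were higher and 12 lower in these libraries, with a median of −0.62 (camera FDR = 0.588). This median was −1.26 without replicate 2 and −0.20 without replicate 3 of the libraries labelled Mof−/−. Transferrin (Trf) had 786830 to 853276 normalized counts in the Mof f/f libraries and 1705989 to 1893797 in the libraries labelled Mof−/−, a log2 fold change of 1.14, and Hpx, Ahsg and Apoa1 had log2 fold changes of 1.86, 0.36 and 0.16. None of these 4 genes passed both thresholds, and Trf and Hpx had no overlap between the groups, which chance gives for 10% of genes. A lower share of hepatocytes by itself would lower all 20 genes, which these values argue against. These 4 are among the 8 higher genes, however, and 12 were lower. A lower share together with a rise of some genes in each cell cannot be told apart. Albumin (Alb) held 7.35%, 10.2% and 9.27% of the reads in the Mof f/f libraries and 3.40%, 12.5% and 1.28% in the libraries labelled Mof−/−. A loss of the hepatocytes around the central vein was tested with both zones. Pericentral genes were lower for 20 of 21, with a median of −1.26 (camera FDR = 0.000148, fry FDR = 0.0782), and periportal genes for 16 of 20, with a median of −1.67 (camera FDR = 0.00106, fry FDR = 0.144). The fall of the periportal genes argues against pericentral loss as the whole source. Of these lists, 1 of the 21 and 10 of the 20 genes are also in another list, and 4 and 2 are in Fig. 3D or 4F. A change in the state of the hepatocytes stays open.

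More neutrophils or monocytes in the libraries labelled Mof−/− were tested as an explanation of the upregulated inflammatory genes. The largest log2 fold change of S100a8, S100a9 and Lyz2, abundant transcripts of these cells, was 0.45, for S100a8, and the others were −0.40 and −0.01. S100a8 had 71.4, 103.6 and 82.2 normalized counts in the Mof f/f libraries and 36.8, 311.6 and 135.5 in the libraries labelled Mof−/−. S100a8 was at −0.25 without replicate 2 and 1.27 without replicate 1 of these libraries, and S100a9 at −1.22 and 0.49. Lyz2 had 2210, 3399 and 3495 and then 2555, 2458 and 4089. Replicate 1 of the libraries labelled Mof−/−, with the fewest S100a8 counts, had 232.9 normalized counts of Tnf, the most of the 6 libraries. This argues against these cells as the source of the inflammatory genes. The neutrophil list had a median of −0.38 (12 genes tested, 4 higher; camera FDR = 0.774), which was 0.19 without replicate 1 and −0.67 without replicate 2 of the libraries labelled Mof−/−. The infiltrating monocyte list had a median of −0.04 (camera FDR = 0.956), which was −0.28 without Mof f/f replicate 1, 0.09 without Mof f/f replicate 2 and 0.21 without replicate 1 of the libraries labelled Mof−/−. Lymphocyte genes had a median of −0.44 (3 of 16 higher; camera FDR = 0.224; 0.0439 with the replicate block, within a range of 0.0252 to 0.796 over all settings). This median was −0.82 and 0.04 without Mof f/f replicates 1 and 2, and −0.24, −1.02 (FDR = 0.0252) and −0.14 without replicates 1, 2 and 3 of the libraries labelled Mof−/−. Kupffer cell genes were higher for 13 of 18, with a median of 0.50 (camera FDR = 0.0465, fry FDR = 0.191). They missed with the replicate block (0.0664), equal totals, upper-quartile scaling, quantile normalization and the GC and length correction, and without Mof f/f replicate 1 or 3 (0.128 and 0.0528) or replicate 1 of the libraries labelled Mof−/− (0.160). The lowest camera FDR was 0.0131, with array weights. Stellate cell genes were higher for 11 of 14, with a median of 0.44 (camera FDR = 0.0451, fry FDR = 0.0650), and they missed with equal totals, array weights, edgeR, DESeq2 and the GC and length correction with the block, and without Mof f/f replicate 1 (0.104) or replicate 2 of the libraries labelled Mof−/− (0.124). Their lowest camera FDR was 0.0312. Cholangiocyte genes had a median of 0.43 (camera FDR = 0.338), which was 1.08 without Mof f/f replicate 2, 0.23 without Mof f/f replicate 3 and 1.00 without replicate 1 of the libraries labelled Mof−/−. Endothelial genes had a median of 0.13 (camera FDR = 0.669), which was −0.02 without replicate 1 of the libraries labelled Mof−/− and between 0.01 and 0.21 without the others. Erythroid genes (7 tested) had a median of −0.13 (camera FDR = 0.646), which was 0.26 without that replicate 1 and 0.10 without Mof f/f replicate 2, against −0.58 without Mof f/f replicate 3. Other lists also hold 2 of the 12 neutrophil, 2 of the 14 infiltrating monocyte, 5 of the 14 stellate cell and 1 of the 13 cholangiocyte genes.

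The sexes of the mice were read from Xist and Y-linked genes. Ddx3y had 4696, 4.54 and 5.25 normalized counts in the Mof f/f libraries and 3830, 5.51 and 6.45 in the libraries labelled Mof−/−, a log2 fold change of 0.07. Xist had 77.2, 19976 and 41497 and then 64.7, 17514 and 15038. Each group so holds 1 library with high counts of Y-linked genes, replicate 1, which argues against unequal sexes as the source of the changes. The list of genes that differ between the sexes was lower for 17 of 21 genes in the libraries labelled Mof−/−, with a median of −1.30 (camera FDR = 0.132). This median was −2.47 without replicate 1 of the libraries labelled Mof−/−. The camera FDR was 0.0103 with the replicate block, the lowest over all settings, 0.0109 with DESeq2, 0.0478 with the block and the GC and length correction, and up to 0.365 in the others.

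A different time of day at collection was tested with 8 clock genes, of which 6 changed in the direction of 1 shift in time. The log2 fold changes were −4.37 for Dbp, −2.13 for Nr1d1, −3.81 for Per3, −0.08 for Per2 and 1.40 for Per1, and 2.67 for Arntl, 3.17 for Npas2 and −0.20 for Clock. Of these, Dbp, Per1 and Arntl passed both thresholds (adjusted p = 0.0111, 0.0366 and 0.0265 from limma with Benjamini-Hochberg adjustment), and the signs of Per2 and Clock changed with the library left out. The paper's text does not give the hour of collection for each liver, so a difference in time cannot be told apart from an effect on the clock. The clock output list had a median of 0.08 (camera FDR = 0.984), which was −0.46 without Mof f/f replicate 1, −0.54 without replicate 2 and 0.42 without replicate 3 of the libraries labelled Mof−/−.

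Replicate 2 of the libraries labelled Mof−/− changed least for many lists but not for all. The ratio of its median change to the mean of replicates 1 and 3 was 0.166 for inflammatory response, 0.231 for amino acid catabolism, 0.323 for MHC class II, 0.371 for acute phase response, 0.467 for cholesterol synthesis and 0.560 for p53 targets. It was 0.839 for cytosolic ribosomal proteins, 0.810 for immediate early genes, 0.939 for the integrated stress response, 1.03 for respiratory chain assembly and 1.20 for cilium transport. A candidate explanation is that the lists with a ratio near 1 respond to the deletion itself and the others to the extent of injury. Other lists go against this division. The ratio was 1.76 for fibrosis and 1.73 for stellate cell genes, which would go with injury, and 0.288 for ribosome biogenesis, beside the 0.839 of cytosolic ribosomal proteins. The extent of injury of each liver was not used here, so this hypothesis cannot be told apart from a difference between mice, and the ratio was computed on lists chosen for this pattern.

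Interferon response genes were lower for 27 of 40 in the libraries labelled Mof−/−, with a median of −0.36 (camera FDR = 0.0470, fry FDR = 0.312). They missed with a minimum mean of 50, equal totals, upper-quartile scaling, quantile normalization, array weights, DESeq2 and the GC and length correction, without Mof f/f replicate 2 or 3 (medians −0.22 and −0.42) and without replicate 1 or 2 of the libraries labelled Mof−/− (medians −0.37 and −0.13). The camera FDR ran from 0.00426 to 0.390, and the median was −0.58 without Mof f/f replicate 1 and −0.61 without replicate 3 of the libraries labelled Mof−/−. Proliferation genes were higher for 24 of 30, with a median of 0.60 (camera FDR = 0.0465, fry FDR = 0.485). This median was 0.92 without Mof f/f replicate 2 and 0.21 without Mof f/f replicate 3. The list missed with a minimum mean of 50, upper-quartile scaling, edgeR and DESeq2, without Mof f/f replicate 1 or 3 (FDR = 0.0704 and 0.352) and without replicate 1 or 2 of the libraries labelled Mof−/− (FDR = 0.106 and 0.116), within a range of 0.000262 to 0.559. Genes for the partners of MOF in its MSL and NSL complexes were higher for 8 of 11, with a median of 0.34 (camera FDR = 0.252, fry FDR = 0.00882), which was 0.15 without Mof f/f replicate 1. With fry they missed under the 3 rescalings, the GC and length correction with the block and without replicate 1 of the libraries labelled Mof−/− (0.0838), within a range of 0.00680 to 0.352.

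The paper reports Il6, Tnf and Timp1 in macrophages given hepatocyte-conditioned medium, an experiment not analysed here. In the liver libraries, Il6 (chromosome 5 of mm9 from 30339701 to 30346508) had 0 reads in all Mof f/f libraries and 37.8, 6.89 and 27.6 normalized counts in the libraries labelled Mof−/−, at least 6.98-fold higher (adjusted p = 0.0178 from limma with Benjamini-Hochberg adjustment). Tnf (chromosome 17 from 35336326 to 35338952) had a log2 fold change of 4.01 (standard error 1.09, adjusted p = 0.0461; 0.0637 with the replicate block), and Timp1 (chromosome X from 20447292 to 20451861) one of 4.68 (standard error 1.33, adjusted p = 0.0533). The highest adjusted p came without replicate 1 of the libraries labelled Mof−/− for Tnf (0.146), without Mof f/f replicate 3 for Il6 (0.0760) and without Mof f/f replicate 1 for Timp1 (0.157). DESeq2 gave the lowest, at 1.80e-05, 0.000207 and 4.02e-05. Tnf missed with a pseudocount of 5, no filter, a minimum mean of 50, equal totals, quantile normalization and no trend, and with any library other than replicate 2 of the libraries labelled Mof−/− left out. Il6 missed without Mof f/f replicate 1, 2 or 3 (0.0661, 0.0536 and 0.0760) and without replicate 1 of the libraries labelled Mof−/− (0.0747). Timp1 passed with array weights, DESeq2 and without replicate 2 of the libraries labelled Mof−/− (0.0113). Cyp2e1 (chromosome 7 from 147949638 to 147960874) had 369867 ± 121747 and 146472 ± 133136 normalized counts (SD, n = 3 each), with overlap between the groups, a log2 fold change of −1.71 and an adjusted p of 0.156. Without replicate 2 of the libraries labelled Mof−/− the log2 fold change of Cyp2e1 was −2.44 (adjusted p = 0.0173, the lowest over all settings, which run up to 0.346), and without replicate 3 it was −1.04. It also passed with array weights (0.0307).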
